# Transcriptomic and genomic analysis provides new insights in molecular and genetic processes involved in zucchini ZYMV tolerance

**DOI:** 10.1186/s12864-022-08596-4

**Published:** 2022-05-16

**Authors:** C. G. Amoroso, G. Andolfo, C. Capuozzo, A. Di Donato, C. Martinez, L. Tomassoli, M. R. Ercolano

**Keywords:** Cucurbita pepo, RNA-seq, Transcriptome, Molecular markers, Plant recovery, Plant virus

## Abstract

**Background:**

*Cucurbita pepo* is highly susceptible to Zucchini yellow mosaic virus (ZYMV) and the resistance found in several wild species cannot be considered as complete or broad-spectrum resistance. In this study, a source of tolerance introgressed in *C. pepo* (381e) from *C. moschata,* in True French (TF) background, was investigated 12 days post-inoculation (DPI) at transcriptomic and genomic levels.

**Results:**

The comparative RNA-sequencing (RNA-Seq) of TF (susceptible to ZYMV) and 381e (tolerant to ZYMV) allowed the evaluation of about 33,000 expressed transcripts and the identification of 146 differentially expressed genes (DEGs) in 381e, mainly involved in photosynthesis, transcription, cytoskeleton organization and callose synthesis. By contrast, the susceptible cultivar TF triggered oxidative processes related to response to biotic stimulus and activated key regulators of plant virus intercellular movement. In addition, the discovery of variants located in transcripts allowed the identification of two chromosome regions rich in Single Nucleotide Polymorphisms (SNPs), putatively introgressed from *C. moschata,* containing genes exclusively expressed in 381e.

**Conclusion:**

381e transcriptome analysis confirmed a global improvement of plant fitness by reducing the virus titer and movement. Furthermore, genes implicated in ZYMV tolerance in *C. moschata* introgressed regions were detected. Our work provides new insight into the plant virus recovery process and a better understanding of the molecular basis of 381e tolerance.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08596-4.

## Background

*Cucurbita pepo* is a high polymorphic species, including economically important crops grown worldwide. This species is highly susceptible to Zucchini yellow mosaic virus (ZYMV), a quickly spread aphid-borne potyvirus, leading to leaf yellowing and deformations, stunting and fruit defects [1–3]. To date, no sources of resistance to ZYMV have been found in this species, though in many areas the pathogen represents one of the most severe threats limiting crop production.

A wide range of ZYMV resistant genetic resources was found in other *Cucurbita* species [4, 5]*.* Several *C. moschata* accessions carrying resistance genes to ZYMV were identified: Nigerian local carrying *Zym0* and *Zym4* resistance gene [6]; Menina and Bolina possessing a resistance gene named *Zym1* [7]; Soler accession containing the recessive gene *zym6* [8] and Otto cultivar carrying four genes [9].

The genetic inheritance of tolerance to ZYMV derived from Menina in the *C. pepo* background showed that *Zym1* could interact with minor genes able to modulate the defense response [6, 10]. Recently, Capuozzo et al. [11] investigated *Zym1* segregation in different *C. pepo* populations. Genetic analysis for tolerance to ZYMV at both the phenotypic and genotypic levels clearly indicated that a major gene, *Zym1*, is essential for a tolerance expression in the 381e genotype background. Still, putative additional genes with additive or epistatic effects may mitigate or delay the symptoms. Pachner et al. reported that the combined deployment of seven genes in *C. pepo* would be required for maximal expression of ZYMV tolerance [12]. The involvement of putative modifying minor genes made difficult the understanding of genetic control and the subsequent transfer of ZYMV tolerance in breeding lines. In addition, the tolerant cultivar 381e when challenged with ZYMV showed a symptomatic systemic infection 4 days after inoculation (DPI) and a plant recovery, characterized by the emergence of newly developing leaves, about 12 DPI that can hamper genetic analysis [10].

Cucurbit genomic analysis and comparative gene expression analysis emerged as very useful tools for overcoming difficulties related to the introgression of desirable traits and for dissecting the molecular basis of host tolerance [13–15]. A reference zucchini genome version 4.1 (BGV004370) was recently provided, and several next-generation sequencing technologies, such as RNA-sequencing (RNA-Seq), have been explored for *C. pepo* [16–19]. To date, RNA-seq technology provides new opportunities for mapping and quantifying transcripts by creating new chances for the comprehension of loci, genes, and pathways activated during plant-pathogen interaction.

The main goal of this work was to investigate zucchini tolerance to ZYMV through genome-wide transcriptional analysis of the susceptible cultivar True French (TF) and a tolerant derived cultivar 381e. The modulation of gene expression in virus-infected plants was assessed at 12 DPI to highlight key genes activated in the plant recovering process in the tolerant accession. In addition, genomic scanning was performed to identify the candidate genes involved in ZYMV tolerance in *C. moschata* introgressed regions.

## Results

### *C. pepo* transcriptional profile upon ZYMV inoculation

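Leaf RNA of ZYMV-inoculated plants was sequenced at 12 DPI in 3 libraries of 381e and 3 of TF. Leaf is the tissue given by the sample labels and the paper, while the extraction text of the labels also says that RNA came from whole plants, which is not settled here. Uninoculated plants are not analysed here, so each value compares the cultivars under infection and not an infected with a healthy leaf. The deposited table gives FPKM values for 33389 genes, and 5381 of them are at 0 in all 6 libraries. The library totals behind these values were recovered from the steps between FPKM values. They were 14336458, 33604199 and 15372265 for 381e replicates 1, 2 and 3, and 12153310, 11307679 and 10428142 for TF replicates 1, 2 and 3. The authors trimmed the reads, mapped them to the C. pepo genome and tested read counts with DESeq2 at an FDR under 0.05. Here the FPKM values were used as deposited, as log2 of FPKM plus 1, for the 19601 genes with a mean above 1 FPKM in at least 1 cultivar. The cultivars were compared by limma with a mean-variance trend, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Positive fold changes are higher in 381e, and errors of FPKM are SDs over 3 libraries. The median gene lay at a log2 fold change of -0.27, and at -0.0059 when the libraries were rescaled by median-of-ratios factors. Small falls on the deposited scale can therefore be rises relative to the median gene, and counts are given on both scales. Families matched by name hold only genes the authors called, since names are given for those alone. Lists by enzyme code hold all genes with that code and were added after the values were seen. Families and GO terms that the study chose from these libraries are not independent evidence.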

The transcriptomic reprogramming of two zucchini isogenic cultivars (TF and derived ZYMV tolerant 381e) inoculated with ZYMV was evaluated by analyzing 33,388 genes expressed at 12 DPI. In TF-ZYMV interaction, transcriptome variation resulted in 19,241 expressed genes. 

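TF leaves held 19241 genes with a mean above 1 FPKM over 3 libraries. The catalase isozyme 3 gene Cup000069g036138.1 was far more active there, with 41.5 ± 17.5 FPKM in 381e against 309.6 ± 68 in TF (log2 fold change -2.93, SE 0.29, limma adjusted p = 3.21e-04). Libraries of a cultivar resembled each other more (Pearson r 0.979 to 0.989 on the log2 scale) than libraries of different cultivars (0.923 to 0.952). The first principal component separated the cultivars and held 75.8% of the variance.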

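In 381e leaves 18425 genes had a mean above 1 FPKM over 3 libraries, and 18065 of these passed this level in TF as well. The photosystem II gene Cup000010g010661.1 for oxygen-evolving enhancer protein 2 was abundant in both cultivars, with 4179 ± 191 FPKM in 381e against 2509 ± 163 in TF (log2 fold change 0.74, SE 0.10, limma adjusted p = 0.00126).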

As for the cultivar 381e, 18,425 transcripts were observed upon inoculation with ZYMV (Fig. 1). Exclusively expressed genes in 381e (360) were more than three times less than TF (1,176). 

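Most of the genes counted as exclusive were weakly expressed, and few were silent in the other cultivar. Of the 360 genes above 1 FPKM in 381e alone, 303 had a mean under 2 FPKM there, 293 a mean over 0.5 FPKM in TF, and 1 no read in TF. Of the 1176 genes above this level in TF alone, 870 had a mean under 2 FPKM in TF, 898 a mean over 0.5 FPKM in 381e, and 3 no read in 381e. The cup-shaped cotyledon 3-like gene Cup000422g044515.1 was a clear exception, with 5.17 ± 0.706 FPKM in 381e against 0.204 ± 0.073 in TF (log2 fold change 2.35, SE 0.13, limma adjusted p = 3.37e-05). At 0.0551 ± 0.0954 FPKM in 381e and 28.9 ± 5.4 in TF, a xyloglucan endotransglucosylase gene Cup001022g045471.1 was another, seen almost only in TF (log2 fold change -4.81, SE 0.15, limma adjusted p = 2.23e-06). TF had 3.27 times as many exclusive genes as 381e on the deposited scale. The counts rest on a threshold on the mean, with no test, and after rescaling they were 592 for 381e and 762 for TF.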

Up to 6,382 transcripts out of 18,065 were differentially expressed in both cultivars, 147 were differentially expressed in 381e and 366 in TF (Fig. 1). 

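Differences between the cultivars reached a large part of the leaf transcriptome. Nitrate reductase Cup000028g023166.1 was among the largest rises, with 647 ± 144 FPKM in 381e against 165 ± 102 in TF (log2 fold change 2.13, SE 0.40, limma adjusted p = 0.00385). Phytol kinase 1, which recycles the tail of chlorophyll, Cup000024g021210.1 (on an introgressed scaffold, where lost reads stay open as a reason for a fall) fell from 26.7 ± 3.79 FPKM in TF to 0.509 ± 0.674 in 381e (log2 fold change -4.28, SE 0.27, limma adjusted p = 6.13e-05). Among genes expressed in both cultivars, 1689 were called higher and 7526 lower in 381e by limma, 9215 together. After rescaling these counts were 3598 and 3069, or 6667 together. Of the genes above 1 FPKM in 1 cultivar alone, 164 were called higher and 707 lower in 381e, or 222 and 475 after rescaling. Over all 19601 tested genes, 1853 were called higher and 8233 lower. On the deposited scale the libraries of the cultivars did not overlap for 61.7% of tested genes. Chance gives 10% for a gene taken alone, but genes of a library shift together. The shift of the median gene can add to this share, which was not computed after rescaling. In simulated libraries of these depths the test found 92% of changes of 1 log2 unit and 18% of changes of 0.5, with 11 false calls among 18988 unchanged genes. The simulation changed few genes and held no shift of the median gene, so these rates need not hold for the real libraries.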

Among the 3,681 up-regulated genes, 147 were exclusive of 381e, suggesting an important role in recovery during virus infection. 

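The largest rise among well expressed genes was that of the chloroplast chaperone HSP90-5. A membrane protein gene related to YuiD, Cup000044g030175.1 rose strongly too, with 8.37 ± 2.14 FPKM in 381e against 0.643 ± 0.184 in TF (log2 fold change 2.49, SE 0.17, limma adjusted p = 8.62e-05). The proline-rich protein gene DC2.15, Cup000037g027491.1 was more abundant and rose from 109 ± 20.7 FPKM in TF to 563 ± 24.3 in 381e (log2 fold change 2.37, SE 0.15, limma adjusted p = 4.93e-05). At 7.8 ± 1.05 FPKM in 381e and 1.34 ± 0.205 in TF, a pirin-like gene Cup000050g032266.1 showed little spread (log2 fold change 1.91, SE 0.13, limma adjusted p = 7.50e-05). A gene for a type I ribosome-inactivating protein, a toxin family, Cup000045g030648.1 rose from 1.71 ± 1.21 FPKM in TF to 8.71 ± 2.31 in 381e (log2 fold change 1.91, SE 0.31, limma adjusted p = 0.00216). The paper proposes a role in recovery from the exclusive up-regulation of genes in 381e. With infected leaves alone, a change caused by infection and a lasting difference between the cultivars give the same values. In the authors' deposited table 3727 genes are up and 3242 down. Of the genes in the authors' deposited table, limma called 1775 higher and 3212 lower in the same direction (3457 and 3017 after rescaling), and 0 in the opposite direction.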

DEGs identified in virus-challenged transcriptomes were further investigated to evaluate their implication in fundamental biological processes.

**Fig. 1:**
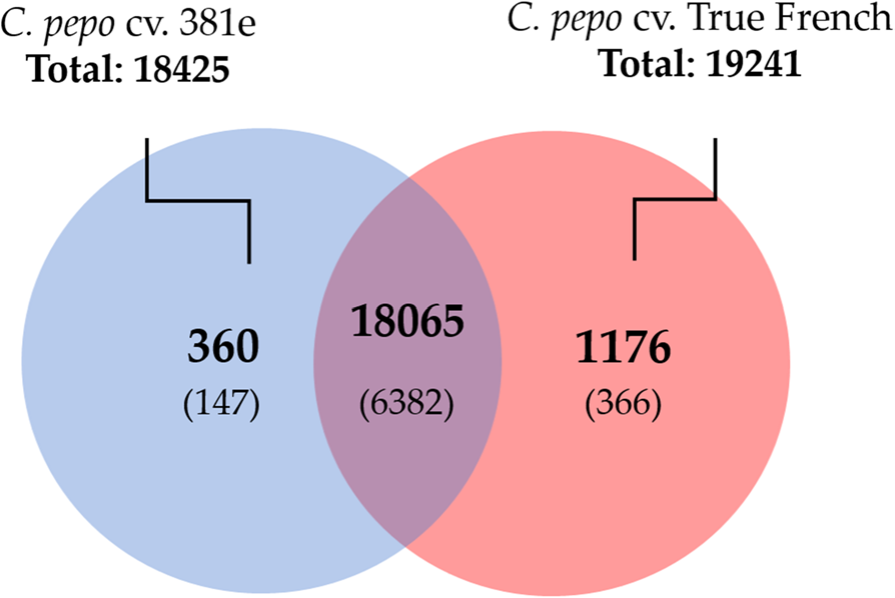
Transcriptional Profile. **A** Total Expressed Genes in *C. pepo* 381e (blue), TF (orange) and overlapped genes (violet). In parenthesis, differentially expressed genes for each area of the Venn diagram

### Overview of cellular processes activated in the tolerant and susceptible cultivars

The identification of challenged processes after infection with ZYMV can help the understanding of tolerance response. According to the phenotypic recovery observed at 12 DPI, the tolerant cultivar 381e restored the main cellular activities (transcription, protein translation, photosynthesis, metabolites biosynthesis and the general cellular organization), which belonged to 139 GO term enriched categories [20]. 

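Genes for making ribosomes stood above the median gene in 381e, though most changed little on the deposited scale. 60S ribosomal protein L34 Cup000081g037350.1 rose from 61 ± 10.7 FPKM in TF to 134 ± 21 in 381e (log2 fold change 1.12, SE 0.16, limma adjusted p = 0.00121). The chloroplast 50S protein L3-2 Cup000003g002870.1 (on an introgressed scaffold) was higher, with 12.2 ± 2.4 FPKM in 381e against 6.79 ± 0.577 in TF (log2 fold change 0.75, SE 0.14, limma adjusted p = 0.00349). 60S protein L26-1 Cup000237g043681.1 went the other way, with 73.8 ± 6.51 FPKM in 381e against 169 ± 13 in TF (log2 fold change -1.18, SE 0.10, limma adjusted p = 2.35e-04). Cytosolic ribosomal proteins, matched by name, held 109 tested genes, 15 higher and 10 lower in 381e by limma (5 and 10 adjusted over the list alone), or 86 and 8 after rescaling. For cytosolic ribosomal proteins the higher count was 7 without 381e replicate 1, 5 without 381e replicate 3 or TF replicate 2 and 6 without TF replicate 1. Of 47 tested genes for plastid-type ribosomal proteins, limma called 14 higher and 2 lower in 381e (6 and 2 adjusted over the list alone), or 40 and 1 after rescaling. For plastid-type ribosomal proteins the higher count was 6 without 381e replicate 1 or TF replicate 2, 22 without 381e replicate 2, 5 without 381e replicate 3 and 7 without TF replicate 3, and the lower count was 1 without 381e replicate 3. Ribosome biogenesis held 77 tested genes, 14 higher and 9 lower in 381e by limma (11 and 7 adjusted over the list alone), or 36 and 4 after rescaling. The ribosome biogenesis median differed from that of all genes by 0.34 log2 units (adjusted p = 5.51e-06 by camera in limma, adjusted p = 0.868 with an estimated correlation). Of 346 tested genes for ribosome structure, a GO term added after the values were seen, limma called 29 higher and 44 lower in 381e (11 and 28 adjusted over the list alone), or 125 and 13 after rescaling. For ribosome structure genes the higher count was 15 without 381e replicate 1, 45 without 381e replicate 2, 10 without 381e replicate 3, 17 without TF replicate 1 and 11 without TF replicate 2, and the lower count was 29 without 381e replicate 2 or TF replicate 3. The ribosome structure median differed from that of all genes by 0.26 log2 units (adjusted p = 6.99e-06 by camera in limma, adjusted p = 0.757 with an estimated correlation). Of 206 tested genes in rRNA processing, limma called 25 higher and 32 lower in 381e (14 and 19 adjusted over the list alone), or 72 and 7 after rescaling. For rRNA processing the higher count was 16 without 381e replicate 1 and 14 without 381e replicate 3, and the lower count was 19 without 381e replicate 2 and 21 without TF replicate 3. The rRNA processing median differed from that of all genes by 0.25 log2 units (adjusted p = 1.33e-04 by camera in limma, adjusted p = 0.9 with an estimated correlation). It was 0.17 without 381e replicate 3 (adjusted p = 0.0215 by camera in limma). Translation held 167 tested genes, 20 higher and 32 lower in 381e by limma (12 and 25 adjusted over the list alone), or 68 and 7 after rescaling. For translation the higher count was 12 without 381e replicate 1 or TF replicate 3, 10 without 381e replicate 3 and 11 without TF replicate 2. The translation median differed from that of all genes by 0.26 log2 units (adjusted p = 5.59e-04 by camera in limma, adjusted p = 0.868 with an estimated correlation). On the deposited scale the balance of calls in ribosome structure, rRNA processing and translation leans to lower, and after rescaling to higher. Without 381e replicate 2 it leans to higher as deposited too, with 45 higher and 29 lower in ribosome structure, 26 and 19 in rRNA processing and 28 and 24 in translation. For cytosolic ribosomal proteins it turns to lower, with 10 lower, without 381e replicate 1 or 3 or TF replicate 1 or 2.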

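More photosynthesis genes were called higher than lower in 381e, on both scales. Of 14 tested genes for light-harvesting proteins, limma called 11 higher and 0 lower in 381e (11 and 0 adjusted over the list alone), or 14 and 0 after rescaling. Photosystem subunits held 25 tested genes, 19 higher and 0 lower in 381e by limma (20 and 0 adjusted over the list alone), or 25 and 0 after rescaling. Photosynthesis as a GO term held 76 tested genes, 27 higher and 14 lower in 381e by limma (27 and 15 adjusted over the list alone), or 37 and 5 after rescaling. For photosynthesis the higher count was 17 without 381e replicate 3 and 16 without TF replicate 3, and the lower count was 8 without 381e replicate 3. The photosynthesis median differed from that of all genes by 0.42 log2 units (adjusted p = 5.45e-07 by camera in limma, adjusted p = 0.655 with an estimated correlation). Of 220 tested genes in this term and its narrower terms, a grouping made after the values were seen, limma called 84 higher and 36 lower in 381e (84 and 37 adjusted over the list alone), or 125 and 14 after rescaling. For photosynthesis with its narrower terms the lower count was 22 without 381e replicate 3. The wider photosynthesis median differed from that of all genes by 0.48 log2 units (adjusted p = 6.01e-15 by camera in limma, adjusted p = 0.566 with an estimated correlation). Precursor metabolites and energy, a term few genes carry directly, held 17 tested genes, 1 higher and 7 lower in 381e by limma (1 and 7 adjusted over the list alone), or 3 and 0 after rescaling. For generation of precursor metabolites and energy the lower count was 3 without 381e replicate 3 and 4 without TF replicate 3. The energy term median differed from that of all genes by -0.01 log2 units (adjusted p = 0.998 by camera in limma, adjusted p = 0.998 with an estimated correlation). Of 7 tested genes annotated to the light reaction, limma called 3 higher and 2 lower in 381e (3 and 2 adjusted over the list alone), or 3 and 1 after rescaling. For photosynthesis, light reaction the lower count was 1 without 381e replicate 1, 381e replicate 2, 381e replicate 3, TF replicate 1 or TF replicate 3.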

Up-regulated genes in 381e were enriched in GO categories “photosynthesis” including 136 genes, "generation of metabolite and energy" and "photosynthesis, light reaction" including 190 and 77 genes, respectively (Fig. 2A). Most of these genes had a high LogFC (Cup000018g017445.1, LogFC = 2,32) and could be involved in the ZYMV recovery process.

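Cup000018g017445.1 is named stachyose synthase, an enzyme of sugar synthesis, in the authors' deposited table. As measured here, the gene rose from 7.29 ± 1.27 FPKM in TF to 31.2 ± 3.46 in 381e (log2 fold change 1.96, SE 0.13, limma adjusted p = 8.45e-05). At 30.2 ± 2.5 FPKM in 381e and 7.31 ± 2.15 in TF, inositol oxygenase 4 Cup000094g038857.1 rose by a similar amount (log2 fold change 1.94, SE 0.18, limma adjusted p = 2.74e-04). Of the genes annotated to photosynthesis, limma called 4 higher with a log2 fold change over 1 as deposited and 8 after rescaling. In the authors' deposited table 8 of them pass this value. With the narrower terms, 8 of 84 higher genes passed it as deposited, 21 of 125 after rescaling, and 20 of 124 in the authors' deposited table. The paper proposes that these genes could take part in recovery. Without values of uninoculated plants, a change on infection and a lasting difference between the cultivars cannot be told apart.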

**Fig. 2:**
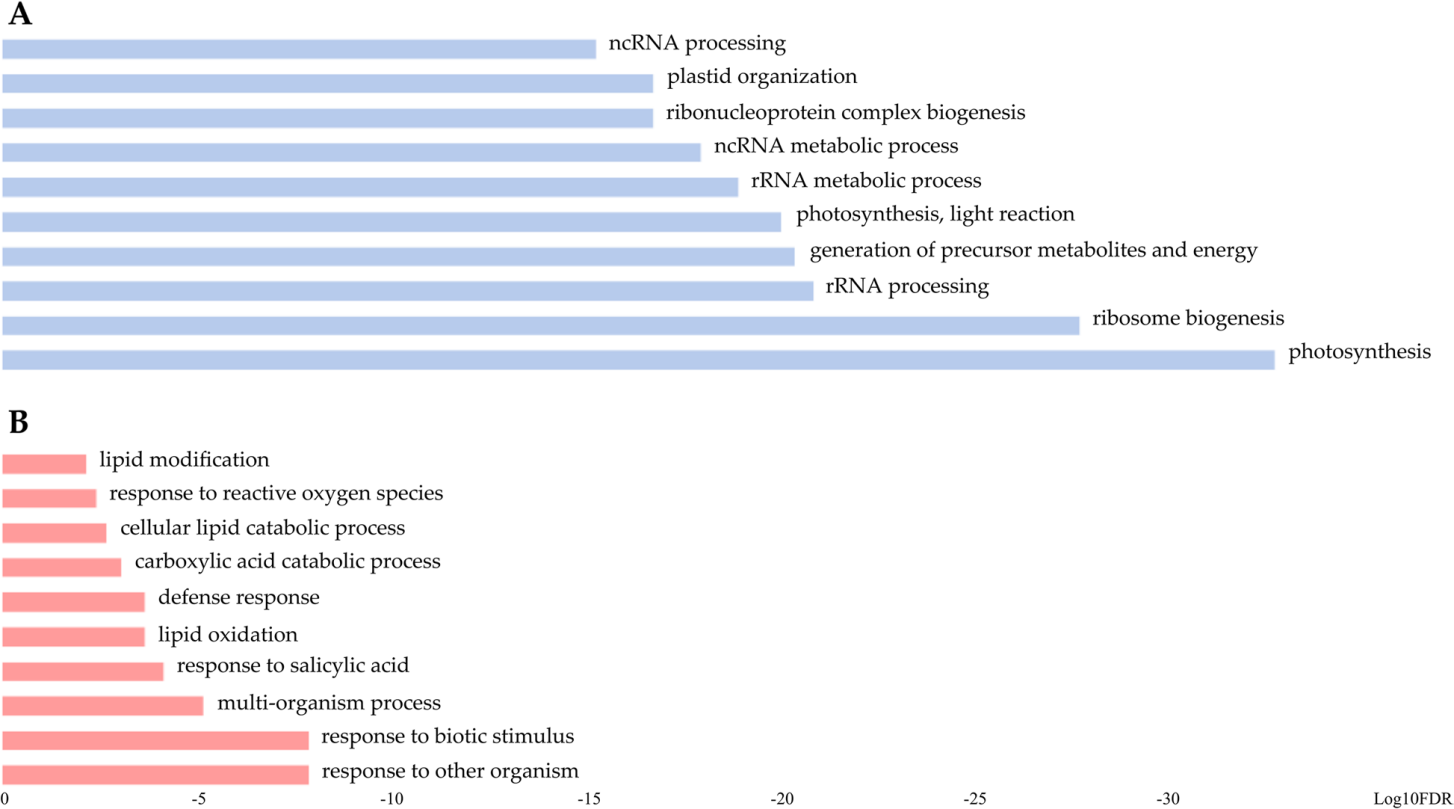
The top ten significantly enriched GO among all enriched GO child-terms (secondary level terms) starting from the root term biological process (GO:0,008,150)*.* **A** Enriched GO terms for up-regulated genes in 381e and **B**) Enriched GO terms for up-regulated genes in TF. The categories size is related to LOG_10_ FDR of enriched GOs

By contrast, the susceptible cultivar TF showed 32 overrepresented GO terms, mainly involving receptors for biotic stress response, enzymes for ROS production, peptide degradation and lipid oxidation (Fig. 2B).

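More stress and defence genes were called lower than higher in 381e, but as GO terms, lipid oxidation apart, their medians differed little from that of all genes. Response to salicylic acid held more lower calls than annotated genes at large (Fisher exact p = 0.0049 as deposited). After rescaling 30.8% of it was lower, and 31.25% of response to reactive oxygen species, against 18.1% of all tested genes. Defense response (17.5%) and response to other organism (16.1%) did not exceed that share. After rescaling the calls even out in defense response and turn to higher in response to other organism. Cucumisin, a protein-degrading enzyme of cucurbits, Cup000034g026250.1 fell from 39.9 ± 17.5 FPKM in TF to 3.59 ± 1.3 in 381e (log2 fold change -3.11, SE 0.31, limma adjusted p = 3.42e-04). At 7.35 ± 2.23 FPKM in 381e and 17.3 ± 1.82 in TF, the salicylic acid regulator EDS1L Cup000011g011962.1 was lower in 381e (log2 fold change -1.17, SE 0.19, limma adjusted p = 0.00227). Response to salicylic acid held 201 tested genes, 10.4% called higher and 52.2% lower in 381e (24 and 106 genes adjusted over the list alone), or 33 and 62 genes after rescaling. The salicylic acid median differed from that of all genes by -0.09 log2 units (adjusted p = 0.382 by camera in limma, adjusted p = 0.983 with an estimated correlation). Defense response held 212 tested genes, 22 higher and 92 lower in 381e by limma (22 and 93 adjusted over the list alone), or 39 and 37 after rescaling. For defense response the higher count was 14 without 381e replicate 2. The defense response median differed from that of all genes by -0.04 log2 units (adjusted p = 0.878 by camera in limma, adjusted p = 0.983 with an estimated correlation). Of 48 tested genes in response to reactive oxygen species, limma called 4 higher and 27 lower in 381e (5 and 28 adjusted over the list alone), or 11 and 15 after rescaling. For response to reactive oxygen species the higher count was 1 without 381e replicate 2, 381e replicate 3 or TF replicate 3 and 2 without TF replicate 2. The reactive oxygen median differed from that of all genes by -0.18 log2 units (adjusted p = 0.357 by camera in limma, adjusted p = 0.9 with an estimated correlation). Lipid oxidation held 6 tested genes, 0 higher and 5 lower in 381e by limma (1 and 5 adjusted over the list alone), or 1 and 3 after rescaling. For lipid oxidation the higher count was 1 without 381e replicate 1. Its median lay -0.74 log2 units from that of all genes, with too few genes for camera. Of 31 tested genes in response to other organism, limma called 7 higher and 10 lower in 381e (7 and 10 adjusted over the list alone), or 11 and 5 after rescaling. The other organism median differed from that of all genes by 0.09 log2 units (adjusted p = 0.188 by camera in limma, adjusted p = 0.9 with an estimated correlation).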

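The chloroplast protease FTSH 5, which removes damaged photosystem II protein, Cup000001g001195.1 rose strongly from 93.4 ± 24.5 FPKM in TF to 329 ± 26.5 in 381e (log2 fold change 1.83, SE 0.17, limma adjusted p = 2.86e-04). The 22 kDa protein of photosystem II protects leaves from excess light, and both of its genes rose. The first of them, Cup000028g022904.1 rose more, with 593 ± 42.7 FPKM in 381e against 226 ± 48.1 in TF (log2 fold change 1.41, SE 0.15, limma adjusted p = 4.65e-04). At 1017 ± 89.1 FPKM in 381e and 424 ± 73.5 in TF, the second, Cup000032g025393.1 (on an introgressed scaffold) was the more abundant (log2 fold change 1.27, SE 0.14, limma adjusted p = 4.82e-04). Antenna proteins changed less, such as chlorophyll a-b binding protein 3 with 1248 FPKM in 381e and 699.7 in TF (log2 fold change 0.83). CP26 had 3959 FPKM in 381e and 2509 in TF (log2 fold change 0.66), and the chlorophyll synthesis enzyme ChlH 977 FPKM in 381e and 557 in TF (log2 fold change 0.82). Under quantile normalization CP26 had no call (log2 fold change 0.23, limma adjusted p = 0.103, the highest over the alternatives). Chlorophyll biosynthesis held 54 tested genes, 15 higher and 11 lower in 381e by limma (15 and 11 adjusted over the list alone), or 21 and 3 after rescaling. For chlorophyll biosynthetic process the higher count was 9 without 381e replicate 1. The chlorophyll biosynthesis median differed from that of all genes by 0.31 log2 units (adjusted p = 0.00148 by camera in limma, adjusted p = 0.692 with an estimated correlation). The paper states that photosynthesis promotes the regrowth of 381e, and transcript levels alone were measured here.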

The plant vegetative restoring in 381e is promoted by increased photosynthetic activity through the up-regulation of genes involved in the formation of the photosystems (i.e., Cup000001g001195.1), in the electron transport chain and membrane transporters. In addition, genes directly associated with mitochondrial activity, glycolysis process (PEP, Acetyl-CoA, GAPDH, Hexokinaes), phospholipids synthesis (CDP-alcohol phosphatidyltransferase) and shikimic acid network synthesis were strongly up-regulated in 381e, suggesting an enhanced photo-respiratory activity. 

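Genes for enzymes of sugar breakdown and carbon fixation were on balance more active in 381e. Shikimate kinase of the chloroplast Cup000021g019457.1 rose from 12.7 ± 1.85 FPKM in TF to 43.3 ± 3.57 in 381e (log2 fold change 1.69, SE 0.12, limma adjusted p = 1.02e-04). Cytosolic glucose-6-phosphate isomerase Cup000017g016278.1 was higher, with 34.6 ± 1.63 FPKM in 381e against 15.5 ± 2.8 in TF (log2 fold change 1.12, SE 0.13, limma adjusted p = 6.02e-04). Phosphoenolpyruvate carboxylase 2 had 268 FPKM in 381e and 128 in TF (log2 fold change 1.09), and cytosolic glyceraldehyde-3-phosphate dehydrogenase 99.2 FPKM in 381e and 61.5 in TF (log2 fold change 0.68). Hexokinase-2 had 8.02 FPKM in 381e and 4.86 in TF (log2 fold change 0.62), and pyruvate kinase isozyme G 15.2 FPKM in 381e and 6.65 in TF (log2 fold change 1.09). Glycolysis held 59 tested genes, 18 higher and 10 lower in 381e by limma (18 and 10 adjusted over the list alone), or 30 and 3 after rescaling. For glycolytic process the lower count was 5 without 381e replicate 3. The glycolysis median differed from that of all genes by 0.35 log2 units (adjusted p = 5.43e-06 by camera in limma, adjusted p = 0.408 with an estimated correlation). Of 14 tested genes with the code of hexokinase, limma called 4 higher and 4 lower in 381e (4 and 5 adjusted over the list alone), or 5 and 1 after rescaling. For hexokinase activity the lower count was 1 without 381e replicate 3 or TF replicate 3 and 2 without TF replicate 2. The hexokinase median differed from that of all genes by 0.07 log2 units (adjusted p = 0.149 by camera in limma, adjusted p = 0.757 with an estimated correlation). By enzyme code, glyceraldehyde-3-phosphate dehydrogenases held 6 tested genes, 3 higher and 1 lower in 381e by limma (3 and 1 adjusted over the list alone), or 5 and 0 after rescaling. By enzyme code, phosphoenolpyruvate carboxylases held 3 tested genes, 3 higher and 0 lower in 381e by limma (3 and 0 adjusted over the list alone), or 3 and 0 after rescaling. Of 14 tested genes for Calvin cycle enzymes, limma called 9 higher and 0 lower in 381e (9 and 0 adjusted over the list alone), or 13 and 0 after rescaling. For Calvin cycle enzymes the higher count was 5 without 381e replicate 3. Among these, phosphoribulokinase had 2339.9 FPKM in 381e and 1118 in TF (log2 fold change 1.08) and glyceraldehyde-3-phosphate dehydrogenase A 1613 FPKM in 381e and 785 in TF (log2 fold change 1.04). The paper proposes enhanced photorespiration from the genes it lists. Photorespiratory enzymes themselves held 16 tested genes, 10 higher and 3 lower in 381e by limma (10 and 3 adjusted over the list alone), or 12 and 3 after rescaling. For photorespiratory enzymes the higher count was 5 without 381e replicate 1 or TF replicate 3. Phosphoglycolate phosphatase 1A Cup000039g028257.1 rose from 6.1 ± 0.917 FPKM in TF to 20.8 ± 1.69 in 381e (log2 fold change 1.62, SE 0.12, limma adjusted p = 1.09e-04). At 17 ± 0.932 FPKM in 381e and 64.3 ± 2.23 in TF, the hydroxypyruvate reductase HPR3 Cup000003g003212.1 (on an introgressed scaffold, where lost reads stay open as a reason for a fall) fell (log2 fold change -1.86, SE 0.09, limma adjusted p = 1.79e-05). Of 60 tested genes in the GO term photorespiration, limma called 10 higher and 15 lower in 381e (10 and 13 adjusted over the list alone), or 20 and 7 after rescaling. The photorespiration median differed from that of all genes by 0.14 log2 units (adjusted p = 0.125 by camera in limma, adjusted p = 0.655 with an estimated correlation). After rescaling camera called it higher (adjusted p = 0.0210). The mitochondrion, a term added after the values were seen, held 1663 tested genes, 188 higher and 604 lower in 381e by limma (184 and 594 adjusted over the list alone), or 417 and 268 after rescaling. The mitochondrion median differed from that of all genes by 0.08 log2 units (adjusted p = 0.261 by camera in limma, adjusted p = 0.757 with an estimated correlation).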

A strong up-regulation of genes involved in helicase activity, including DEAD-box ATP-dependent RNA helicases, DNA replication licensing factor, such as the exclusively expressed Cup000013g012986.1, and two DNA-binding protein (Cup000085g037850.1 and Cup000022g020052.1) was observed in 381e. Moreover, several Heat Shock Proteins (HSPs) proteins were found differentially regulated in both cultivars. In particular, 381e activated HSP 90–5 (Cup001195g045603.1), potentially involved in the transport of newly synthesized proteins from ribosomes to chloroplasts, and HSP-70 (Cup000010g010288.1), involved in proteins trafficking through the chloroplast membrane to stroma in cooperation with 14–3-3 protein (Cup000060g034360.1), that in this study also resulted overexpressed [21]. Furthermore, seven aquaporin membrane transporters (i.e. Cup000679g045055.1) resulted strongly up-regulated in 381e(LogFC > 1).

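The DEAD-box RNA helicase RH31 Cup000045g030852.1 rose with little spread, with 42 ± 0.436 FPKM in 381e against 17.8 ± 1.58 in TF (log2 fold change 1.20, SE 0.10, limma adjusted p = 1.55e-04). RH53 Cup000042g029482.1 varied more and rose from 5.11 ± 1.85 FPKM in TF to 12.9 ± 1.24 in 381e (log2 fold change 1.23, SE 0.20, limma adjusted p = 0.00205). At 1.39 ± 0.186 FPKM in 381e and 3.64 ± 0.338 in TF, RH39 Cup000032g025438.1 (on an introgressed scaffold, where lost reads stay open as a reason for a fall) was lower in 381e (log2 fold change -0.96, SE 0.12, limma adjusted p = 7.62e-04). Of 23 tested genes for DEAD-box helicases, limma called 12 higher and 4 lower in 381e (13 and 4 adjusted over the list alone), or 19 and 4 after rescaling. The replication factor MCM6 Cup000013g012986.1 lay close to 1 FPKM in TF, so its absence there is a matter of the threshold, with 2.18 ± 0.795 FPKM in 381e against 0.905 ± 0.205 in TF (log2 fold change 0.71, SE 0.20, limma adjusted p = 0.0205). MCM6 had no call without 381e replicate 1 (limma adjusted p = 0.0633), without 381e replicate 3 (0.0726) or without TF replicate 1 (0.0574). The DNA-binding protein SMUBP-2 Cup000085g037850.1 rose from 13.5 ± 2.41 FPKM in TF to 33.8 ± 1.92 in 381e (log2 fold change 1.27, SE 0.13, limma adjusted p = 3.77e-04). A second SMUBP-2 gene, Cup000022g020052.1 rose as well, with 24.7 ± 0.371 FPKM in 381e against 11.6 ± 3.78 in TF (log2 fold change 1.07, SE 0.19, limma adjusted p = 0.00299).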

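The chloroplast chaperone HSP90-5 Cup001195g045603.1 rose from 0.505 ± 0.0182 FPKM in TF to 15.1 ± 0.464 in 381e (log2 fold change 3.42, SE 0.09, limma adjusted p = 2.13e-06). At 8.73 ± 1.74 FPKM in 381e and 5.06 ± 0.698 in TF, a second HSP90-5 gene Cup000028g023231.1 was expressed in both cultivars and rose less (log2 fold change 0.67, SE 0.15, limma adjusted p = 0.00703). The HSP70 gene Cup000010g010288.1 is named mitochondrial in the authors' deposited table. As measured here, it was higher, with 48 ± 11.9 FPKM in 381e against 28.2 ± 0.711 in TF (log2 fold change 0.72, SE 0.16, limma adjusted p = 0.00676). The 14-3-3 gene Cup000060g034360.1 rose to a similar degree, with 6.4 ± 0.349 FPKM in 381e against 3.28 ± 0.398 in TF (log2 fold change 0.79, SE 0.11, limma adjusted p = 0.00107). Heat shock cognate 70 Cup000024g021081.1 (on an introgressed scaffold, where lost reads stay open as a reason for a fall) fell from 32.6 ± 1.9 FPKM in TF to 9.93 ± 2.63 in 381e (log2 fold change -1.65, SE 0.17, limma adjusted p = 4.22e-04). HSP70 and HSP90 families held 14 tested genes, 6 higher and 5 lower in 381e by limma (6 and 5 adjusted over the list alone), or 7 and 5 after rescaling. For HSP70 and HSP90 chaperones the higher count was 3 without 381e replicate 3 or TF replicate 3. Of 6 tested genes for small heat shock proteins, limma called 3 higher and 3 lower in 381e (3 and 3 adjusted over the list alone), or 3 and 3 after rescaling. For small heat shock proteins the higher count was 1 without 381e replicate 3 or TF replicate 3.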

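Most water channels with a call were higher in 381e. The tonoplast channel TIP2-2 Cup000679g045055.1 led them, with 48.7 ± 9.36 FPKM in 381e against 15.1 ± 5.34 in TF (log2 fold change 1.66, SE 0.23, limma adjusted p = 0.00122). PIP2-1 Cup000077g037054.1 rose from 61.2 ± 4.86 FPKM in TF to 156 ± 12.1 in 381e (log2 fold change 1.33, SE 0.10, limma adjusted p = 1.41e-04). PIP1-3 Cup000051g032426.1 rose from 178 ± 31 FPKM in TF to 398 ± 41.4 in 381e (log2 fold change 1.17, SE 0.15, limma adjusted p = 8.27e-04). The most abundant of the named channels, TIP1-1, had 2199 FPKM in 381e and 1274 in TF (log2 fold change 0.79). At 1.03 ± 0.369 FPKM in 381e and 4.31 ± 1.36 in TF, the channel NIP1-1 Cup000009g009280.1 fell (log2 fold change -1.37, SE 0.21, limma adjusted p = 0.00159). Aquaporins held 17 tested genes, 11 higher and 5 lower in 381e by limma (11 and 5 adjusted over the list alone), or 11 and 5 after rescaling. For aquaporins the higher count was 7 without 381e replicate 1 and 6 without TF replicate 3. Of the higher genes, 3 passed a log2 fold change of 1 as deposited and 6 after rescaling.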

By contrast, TF showed a high activation of genes involved in the chloroplast architecture (i.e., Cup000003g002638.1) and oxygen scavenging, such as two L-ascorbate peroxidases (Cup000004g003828.1 and Cup000052g032798.1) belonging to "reactive oxygen species" GO term (Fig. 2B). Furthermore, we also found the up-regulation of catalases and superoxide dismutases (i.e., Cup000032g025333.1) and a protein ridA (Cup000182g042991.1) involved in response to BCAT3 (Branched-chain-amino-acid aminotransferase 3) that is produced in response to stress. 

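A cytosolic ascorbate peroxidase Cup000004g003828.1 was weakly expressed in 381e, with 0.819 ± 0.423 FPKM in 381e against 12.7 ± 1.98 in TF (log2 fold change -2.93, SE 0.18, limma adjusted p = 4.93e-05). The other, Cup000052g032798.1 fell by less, with 20.9 ± 5.77 FPKM in 381e against 83.1 ± 10.5 in TF (log2 fold change -1.97, SE 0.19, limma adjusted p = 3.09e-04). CURVATURE THYLAKOID 1A, which bends thylakoid membranes, Cup000003g002638.1 (on an introgressed scaffold, where lost reads stay open as a reason for a fall) was nearly absent from 381e, with 0.196 ± 0.0905 FPKM in 381e against 3.23 ± 0.405 in TF (log2 fold change -1.82, SE 0.13, limma adjusted p = 1.10e-04). Of 14 tested genes with the enzyme code of ascorbate peroxidase, a list added after the values were seen, limma called 2 higher and 4 lower in 381e (1 and 4 adjusted over the list alone), or 6 and 2 after rescaling. For L-ascorbate peroxidase activity the higher count was 1 without 381e replicate 2, 381e replicate 3 or TF replicate 2. The ascorbate peroxidase median differed from that of all genes by 0.00 log2 units (adjusted p = 0.701 by camera in limma, adjusted p = 0.85 with an estimated correlation).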

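More enzymes of oxidative stress were called lower than higher in 381e as deposited, as were genes at large (8233 lower and 1853 higher of 19601). After rescaling this still held for class III peroxidases, by name and by code, and for glutathione S-transferases, named genes the authors called. Ascorbate peroxidases by code turned to higher, 6 against 2. Iron superoxide dismutase 3 Cup000032g025333.1 (on an introgressed scaffold, where lost reads stay open as a reason for a fall) was lower in 381e, with 1.77 ± 0.943 FPKM in 381e against 5.05 ± 0.648 in TF (log2 fold change -1.18, SE 0.22, limma adjusted p = 0.00395). At 0.514 ± 0.242 FPKM in 381e and 12.1 ± 4.44 in TF, the deaminase ridA Cup000182g042991.1 was far lower (log2 fold change -3.06, SE 0.25, limma adjusted p = 1.62e-04). The copper-zinc superoxide dismutase of the chloroplast, a more abundant transcript, Cup000086g037975.1 was higher, with 509 ± 62.3 FPKM in 381e against 342 ± 23.7 in TF (log2 fold change 0.57, SE 0.12, limma adjusted p = 0.00588). Of 9 tested genes for ascorbate peroxidases, catalases and superoxide dismutases, limma called 1 higher and 5 lower in 381e (2 and 5 adjusted over the list alone), or 4 and 4 after rescaling. For ascorbate peroxidases, catalases and superoxide dismutases the higher count was 3 without TF replicate 1. Class III peroxidases held 8 tested genes, 1 higher and 7 lower in 381e by limma (1 and 7 adjusted over the list alone), or 1 and 7 after rescaling. For class III peroxidases the higher count was 0 without 381e replicate 1, 381e replicate 2, TF replicate 1 or TF replicate 3. Peroxidase 2 had 39.1 FPKM in 381e and 218 in TF (log2 fold change -2.52), and peroxidase 4 0.792 FPKM in 381e and 10.4 in TF (log2 fold change -2.69). By enzyme code, class III peroxidases held 68 tested genes, 7 higher and 31 lower in 381e by limma (8 and 34 adjusted over the list alone), or 15 and 26 after rescaling. The class III peroxidase median differed from that of all genes by -0.14 log2 units (adjusted p = 0.511 by camera in limma, adjusted p = 0.757 with an estimated correlation). Of 6 tested genes with the code of superoxide dismutase, limma called 1 higher and 3 lower in 381e (1 and 3 adjusted over the list alone), or 1 and 1 after rescaling. Glutathione S-transferases held 13 tested genes, 1 higher and 10 lower in 381e by limma (2 and 10 adjusted over the list alone), or 2 and 9 after rescaling. For glutathione S-transferases the higher count was 0 without 381e replicate 1 or 381e replicate 2 and 2 without 381e replicate 3. Their zeta class gene (also on an introgressed scaffold) had 1.27 FPKM in 381e and 9.19 in TF (log2 fold change -2.14).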

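Most of the cytochromes P450 that the authors called were lower in 381e, that is higher in TF. P450 71B10 Cup000061g034769.1 fell from 6.67 ± 0.798 FPKM in TF to 0.625 ± 0.0404 in 381e (log2 fold change -2.23, SE 0.12, limma adjusted p = 2.27e-05). P450 78A5 Cup000017g016384.1 was an exception, with 63.3 ± 8.02 FPKM in 381e against 23.4 ± 3.23 in TF (log2 fold change 1.40, SE 0.13, limma adjusted p = 3.10e-04). Cytochromes P450 held 32 tested genes, 4 higher and 24 lower in 381e by limma (6 and 24 adjusted over the list alone), or 8 and 21 after rescaling.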

Interestingly, we found the up-regulation of several cytochromes type p450 associated with the endoplasmic reticulum and involved in the metabolism of chemical compounds extraneous to the organism. A cytochrome CYP82C2 (Cup000001g001147.1), directly involved in the jasmonic acid network synthesis, was highly expressed, suggesting that the plant defense system was still alerted [22]. In addition, two Synaptotagmins and SNAP receptors (Cup000004g004336.1, Cup000029g023659.1, Cup000011g011417.1), belonging to the *"*Response to other organisms" GO term, resulted up-regulated and exclusively expressed in TF (Fig. 2B).

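CYP82C2 Cup000001g001147.1 was weakly expressed in 381e, with 0.647 ± 0.303 FPKM in 381e against 13.8 ± 1.91 in TF (log2 fold change -3.18, SE 0.16, limma adjusted p = 1.95e-05). At 3.51 ± 0.455 FPKM in 381e and 13.6 ± 0.68 in TF, a neighbouring gene of the same name Cup000001g001146.1 fell less (log2 fold change -1.70, SE 0.11, limma adjusted p = 5.36e-05). The jasmonate enzyme lipoxygenase 2 Cup000004g004660.1 was lower, with 8.98 ± 2.89 FPKM in 381e against 43.5 ± 4.27 in TF (log2 fold change -2.20, SE 0.21, limma adjusted p = 3.16e-04). OPR3, which acts later in the pathway, Cup000011g011705.1 fell from 9.14 ± 0.556 FPKM in TF to 2.96 ± 0.648 in 381e (log2 fold change -1.37, SE 0.13, limma adjusted p = 3.05e-04). The repressor TIFY 6B had 9.55 FPKM in 381e and 26.1 in TF (log2 fold change -1.38). Jasmonate synthesis and signalling genes held 12 tested genes, 0 higher and 11 lower in 381e by limma (1 and 11 adjusted over the list alone), or 1 and 10 after rescaling. For jasmonate synthesis and signalling the higher count was 1 without 381e replicate 1. The paper proposes from CYP82C2 that defence was still alerted in TF. Of 246 tested genes in the wider GO term response to jasmonic acid, limma called 28 higher and 112 lower in 381e (34 and 113 adjusted over the list alone), or 51 and 60 after rescaling. For response to jasmonic acid the higher count was 16 without 381e replicate 2 and 18 without TF replicate 3. The jasmonic acid median differed from that of all genes by -0.04 log2 units (adjusted p = 0.878 by camera in limma, adjusted p = 0.983 with an estimated correlation).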

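Synaptotagmin-1 Cup000004g004336.1 was lower in 381e and weakly expressed in TF, with 0.8 ± 0.502 FPKM in 381e against 2.4 ± 1.01 in TF (log2 fold change -0.92, SE 0.25, limma adjusted p = 0.0175). This gene had no call under quantile normalization (limma adjusted p = 0.0593), without 381e replicate 2 (0.0507) or without 381e replicate 3 (0.0596). The syntaxin KNOLLE Cup000029g023659.1 varied between libraries and fell from 2.49 ± 1.19 FPKM in TF to 0.22 ± 0.272 in 381e (log2 fold change -1.48, SE 0.27, limma adjusted p = 0.00325). At 0.383 ± 0.054 FPKM in 381e and 1.31 ± 0.122 in TF, the SNAP receptor SNAP33 Cup000011g011417.1 was low in both cultivars (log2 fold change -0.74, SE 0.13, limma adjusted p = 0.00286). A second synaptotagmin-1 gene, Cup000056g033836.1 was active in both and fell from 28.6 ± 2.5 FPKM in TF to 14.6 ± 0.458 in 381e (log2 fold change -0.93, SE 0.10, limma adjusted p = 4.22e-04). Of 18 tested genes for synaptotagmins and SNAREs, limma called 0 higher and 16 lower in 381e (0 and 16 adjusted over the list alone), or 2 and 16 after rescaling. The genes named as exclusive pass 1 FPKM in TF alone, but had reads in 381e.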

In our study, 29 serine/threonine protein kinases resulted up-regulated in 381e while 42 were up-regulated in TF. Among these, 22 were localized on the plasma membrane. In addition, TF differentially expressed several genes involved in the cell wall degradation (i.e., pectinesterases, beta-glucosidases and xyloglucan endo-transglycosylases), indicating the collapse of the primaries structure of the plants. On the other hand, it is interesting to note that genes involved in cytoskeleton organization (Cup000006g006297.1), in glycosaminoglycan biosynthesis (Cup000019g017783.1) as well as two Rab GTPases (Cup000067g035924.1 and Cup000038g027690.1) and a gene having a crucial role in the callose synthesis (Cup000021g019191.1) resulted exclusively up-regulated in 381e.

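CIPK9, a calcium-signalling kinase, Cup000003g002614.1 (on an introgressed scaffold, where lost reads stay open as a reason for a fall) fell from 28.8 ± 4.19 FPKM in TF to 5.95 ± 0.232 in 381e (log2 fold change -2.09, SE 0.12, limma adjusted p = 3.28e-05). The stress kinase SAPK2 Cup000037g027467.1 was lower, with 8.25 ± 0.584 FPKM in 381e against 25.4 ± 0.3 in TF (log2 fold change -1.52, SE 0.09, limma adjusted p = 4.45e-05). At 1.98 ± 0.349 FPKM in 381e and 24 ± 6.35 in TF, a receptor-like kinase Cup000206g043388.1 fell further (log2 fold change -3.04, SE 0.18, limma adjusted p = 4.40e-05). Another receptor-like kinase Cup000014g014182.1 rose from 2.13 ± 0.113 FPKM in TF to 5.63 ± 0.67 in 381e (log2 fold change 1.08, SE 0.11, limma adjusted p = 3.94e-04). Serine/threonine kinases matched by name held 117 tested genes, 22 higher and 61 lower in 381e by limma (25 and 61 adjusted over the list alone), or 56 and 56 after rescaling. TF has more of them as deposited, and after rescaling the numbers are equal. Of 404 tested genes with the GO term of this kinase activity, added after the values were seen, limma called 29 higher and 184 lower in 381e (29 and 185 adjusted over the list alone), or 63 and 75 after rescaling. The kinase median differed from that of all genes by -0.02 log2 units (adjusted p = 0.492 by camera in limma, adjusted p = 0.85 with an estimated correlation).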

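Cell wall enzymes did not move as 1 group, and the balance among beta-glucosidases matched by name turns with the scaling. By enzyme code it was near even after rescaling, 8 higher and 10 lower, against 10 up and 8 down in the authors' deposited table. A pectinesterase/inhibitor Cup000013g013664.1 was lower in 381e, with 9.55 ± 1.58 FPKM in 381e against 40.3 ± 8.89 in TF (log2 fold change -1.96, SE 0.18, limma adjusted p = 2.42e-04). Pectinesterase 53 Cup000018g017092.1 was higher, with 49.1 ± 3.34 FPKM in 381e against 26.1 ± 3 in TF (log2 fold change 0.89, SE 0.11, limma adjusted p = 7.57e-04). Pectinesterase 2 (on an introgressed scaffold, where lost reads stay open as a reason for a fall) had 0.613 FPKM in 381e and 4.65 in TF (log2 fold change -1.78), and beta-glucosidase 46 0.831 FPKM in 381e and 4.83 in TF (log2 fold change -1.65). At 326 ± 48.8 FPKM in 381e and 125 ± 14.3 in TF, beta-glucosidase 12 Cup000039g028210.1 was higher (log2 fold change 1.37, SE 0.14, limma adjusted p = 3.47e-04). Pectinesterases held 9 tested genes, 4 higher and 4 lower in 381e by limma (4 and 4 adjusted over the list alone), or 4 and 4 after rescaling. Of 26 tested genes for beta-glucosidases, limma called 5 higher and 11 lower in 381e (5 and 11 adjusted over the list alone), or 12 and 10 after rescaling. Xyloglucan endotransglucosylases held 8 tested genes, 2 higher and 5 lower in 381e by limma (3 and 5 adjusted over the list alone), or 3 and 4 after rescaling. For xyloglucan endotransglucosylases the higher count was 1 without 381e replicate 2, TF replicate 1 or TF replicate 3. By enzyme code, beta-glucosidases held 37 tested genes, 2 higher and 17 lower in 381e by limma (2 and 17 adjusted over the list alone), or 8 and 10 after rescaling. For beta-glucosidase activity the higher count was 4 without TF replicate 1. The beta-glucosidase median differed from that of all genes by -0.05 log2 units (adjusted p = 0.764 by camera in limma, adjusted p = 0.85 with an estimated correlation). Of 16 tested genes with the code of pectinesterase, limma called 4 higher and 4 lower in 381e (4 and 4 adjusted over the list alone), or 4 and 3 after rescaling. The pectinesterase median differed from that of all genes by 0.20 log2 units (adjusted p = 0.149 by camera in limma, adjusted p = 0.757 with an estimated correlation). With 1 library left out this median ranged from 0.104 to 0.287 log2 units. Without the 6 introgressed scaffolds camera called it higher, at 0.33 log2 units (adjusted p = 0.0293). Of 17 tested genes with the code of xyloglucan endotransglucosylase, limma called 1 higher and 8 lower in 381e (2 and 8 adjusted over the list alone), or 3 and 4 after rescaling. For xyloglucan endotransglucosylase activity the higher count was 2 without 381e replicate 1 or TF replicate 2. The xyloglucan endotransglucosylase median differed from that of all genes by -0.09 log2 units (adjusted p = 0.701 by camera in limma, adjusted p = 0.85 with an estimated correlation). The paper reads such genes as a sign that plant structure collapses in TF.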

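Profilin binds actin of the cytoskeleton. Profilin-1 Cup000006g006297.1 was expressed in both cultivars and higher in 381e, with 32.7 ± 3.56 FPKM in 381e against 15.7 ± 1.57 in TF (log2 fold change 1.01, SE 0.12, limma adjusted p = 5.81e-04). UDP-glucuronic acid decarboxylase 4 Cup000019g017783.1 rose from 7.26 ± 1.72 FPKM in TF to 13.3 ± 1.61 in 381e (log2 fold change 0.81, SE 0.16, limma adjusted p = 0.00461). At 12.2 ± 1.15 FPKM in 381e and 4.83 ± 0.615 in TF, the Rab gene Rab7 Cup000067g035924.1 was likewise expressed in both and higher (log2 fold change 1.18, SE 0.12, limma adjusted p = 3.30e-04). RABC2a Cup000038g027690.1 varied too much for a call, with 2.04 ± 1.06 FPKM in 381e against 0.915 ± 0.553 in TF (log2 fold change 0.65, SE 0.28, limma adjusted p = 0.0808). Rescaling gave RABC2a a call (limma adjusted p = 0.0431), as did quantile normalization (0.0276) and leaving out TF replicate 2 (0.0390), within a range of 0.0276 to 0.231 over the alternatives. Its log2 fold change was 0.38 without 381e replicate 1. RABF1 Cup000024g021105.1 (on an introgressed scaffold, where lost reads stay open as a reason for a fall) fell from 35.2 ± 1.19 FPKM in TF to 9.55 ± 1.11 in 381e (log2 fold change -1.78, SE 0.10, limma adjusted p = 4.40e-05). Of 18 tested genes for Rab GTPases, limma called 2 higher and 11 lower in 381e (3 and 11 adjusted over the list alone), or 7 and 10 after rescaling. For Rab GTPases the higher count was 1 without 381e replicate 1, 381e replicate 2 or TF replicate 3. The callose synthesis gene Cup000021g019191.1 had a mean of 0.468 FPKM in 381e and 0.135 in TF, under the level at which genes were tested. Callose synthases held 3 tested genes, 0 higher and 0 lower in 381e by limma (0 and 0 adjusted over the list alone), or 3 and 0 after rescaling. For callose synthases the higher count was 2 without TF replicate 2. By enzyme code, callose synthases held 11 tested genes, 1 higher and 1 lower in 381e by limma (0 and 0 adjusted over the list alone), or 4 and 0 after rescaling. For callose synthase activity the higher count was 0 without 381e replicate 1, 381e replicate 2, 381e replicate 3, TF replicate 1 or TF replicate 3 and 3 without TF replicate 2, and the lower count was 0 without 381e replicate 3, TF replicate 1 or TF replicate 2. The callose synthase median differed from that of all genes by 0.43 log2 units (adjusted p = 0.0954 by camera in limma, adjusted p = 0.757 with an estimated correlation). It was 0.58 without TF replicate 2, where camera called it (adjusted p = 0.00886), and 0.26 without TF replicate 3 (adjusted p = 0.255).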

### Genomic localization of transcript variants

In order to identify putative genomic regions introgressed into C. *pepo* from C. *moschata* cv. Menina, we performed a variant calling in both the near-isogenic cultivars, TF and 381e was conducted.

A total of 150,605 high-quality small variants, including SNPs (Single Nucleotide Polymorphisms) and InDels (insertions/insertions/deletions), were mapped to the *C. pepo* BGV004370 reference genome (Fig. 3, Additional Table 1) [16]. The number of common small variants in 381e and TF was normalized with respect to the LG (Linkage Group) length (Fig. 3). In 381e, on average, eight variants were mapped for expressed locus, on LGs 01 and 08, while in TF two variants per transcript were found on such LGs (Additional Table 2). About 30% of small variants identified in 381e mapped on two LGs, while in TF the percentage of variants on the same LGs was close to 13% (Additional Tables 1 and 2 and Fig. 3). A close-up view of LGs 01 and 08 of the two *C. pepo* cultivars showed that the 20% (16,891) of small variants identified in 381e were concentrated in two short regions of LGs 01 and 08, while in TF less than 3% (1,410) were mapped in the same areas (Fig. 4). In 381e, over 65% (10,321) of small variants identified on LG 01 were located on a genomic region of about 4 Mb, while on LG 08, the second putative introgression region of 3,5 Mb showed 82% (6,570) of total variants. Interestingly, Capuozzo et al. mapped, on the same LG 08 region, the marker (SNP1) associated with ZYMV tolerance in 381e (Fig. 4 and Additional Table 2) [11].

**Fig. 3:**
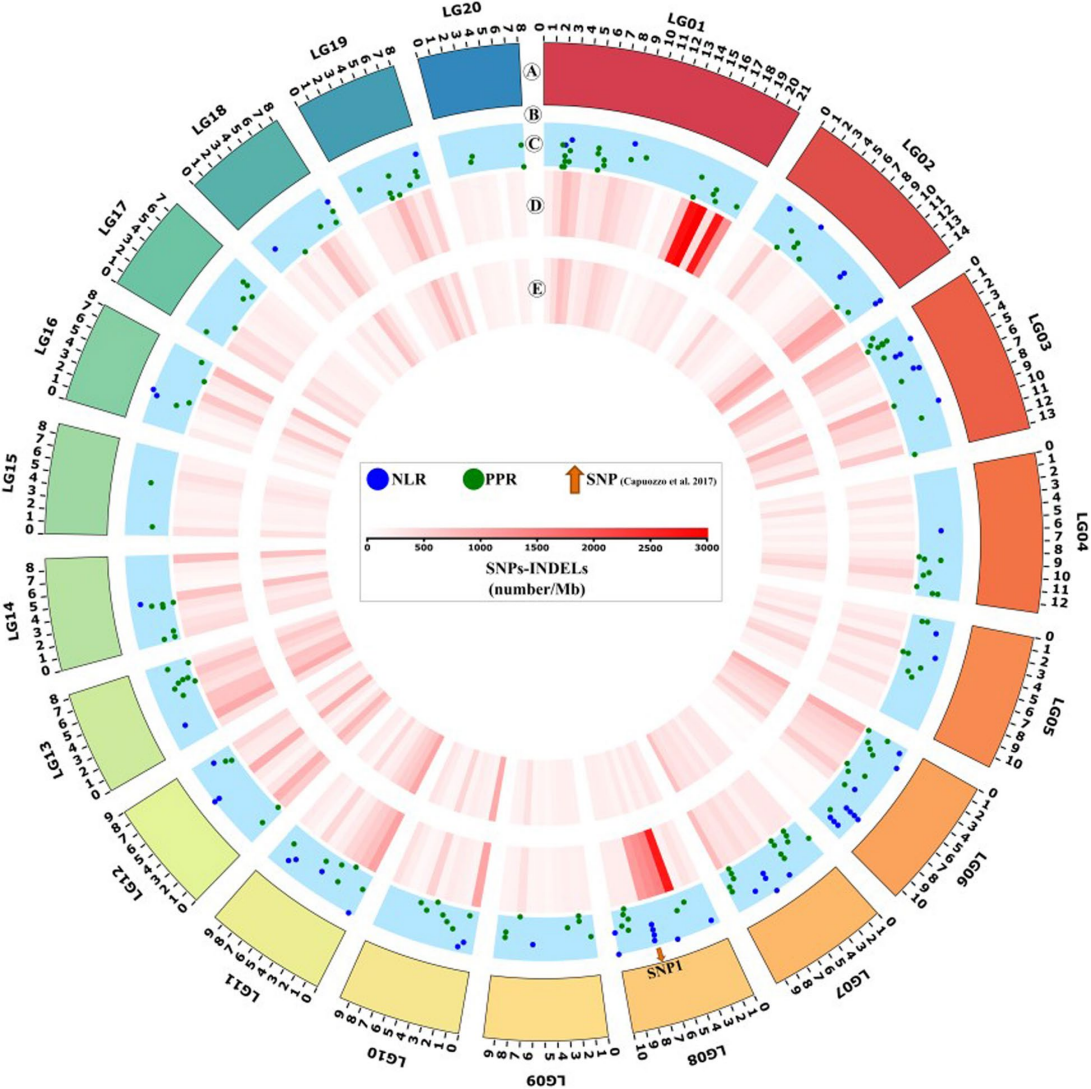
Circos plot integrating the genomic positions of ZYMV-related markers, pathogen recognition genes and small variants (SNP, Single Nucleotide Polymorphisms and InDel: insertion/deletion). Inset legend provides information for the data rings. Track A denotes the 20 pseudochromosomes (LG, linkage group) of *Cucurbita pepo*. The length of each circle segment represents the size of pseudochromosomes expressed in megabases (Mb). An orange arrow indicated the marker associated with ZYMV tolerance identified by Capuozzo et al. [11]. Track B shows, as a scatterplot, the genomic position of nucleotide-binding domain leucine-rich repeat containing receptors (NLR; blue spots) and receptor-like proteins and receptor-like kinase (PPR; green spots), annotated by Andolfo et al. [19]. Tracks C and D show the variants density, represented as heat maps (number/Mb) in *C. pepo* 381e and *C. pepo* TF cultivars, respectively

**Fig. 4:**
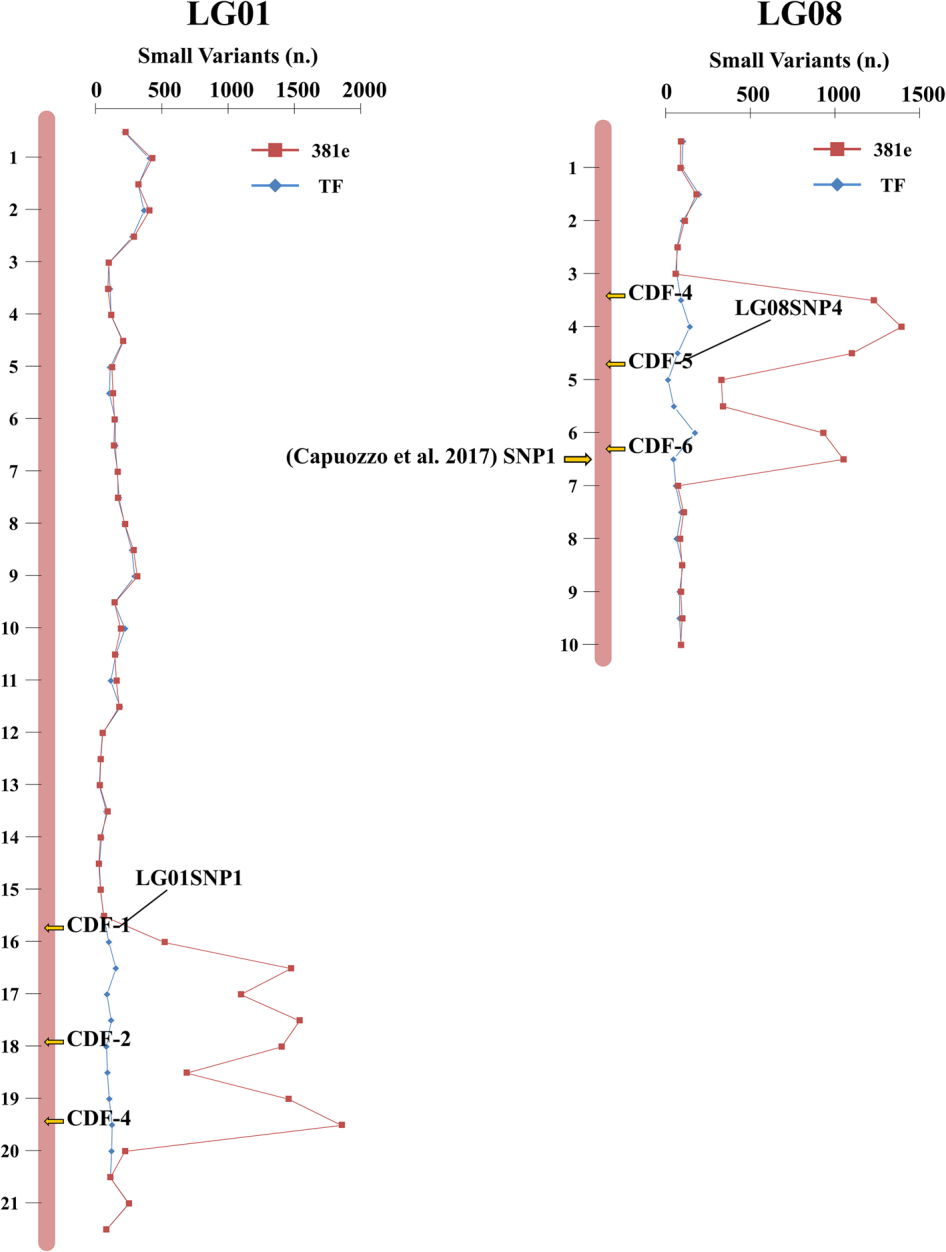
High-resolution map integrating genomic and genetic marker informations. The genomic position of six coding DNA fragments (CDFs) and two CAPS markers (LG01SNP1 and LG08SNP4) is indicated. The distribution of small variants along 1 and 8 pseudochromosomes is reported in red (381e) and in blue (TF)

### Variants validation and marker-phenotype correlation

Molecular validation was performed to confirm the DNA variants identified on putative introgression regions located on LG 01 and LG 08. A total of six coding DNA fragments (CDFs), located on two genomic regions inherited from *C. moschata,* were sequenced and analyzed (Fig. 4). About 70 SNPs, annotated into the six CDFs, were confirmed from Sanger sequencing (Additional Table 3). Two high confidence variants (LG08SNP4 and LG01SNP1) were converted in CAPS markers (Additional Table 3; Additional Fig. 1) to conduct a marker-phenotype correlation analysis. LG08SNP4 was physically close (~ 2 Mb) to the previously mapped "SNP1" and exhibited a very high correlation coefficient (Pearson test *p*-value < 0,01; *r* = 0,991) with phenotypic data [11]. In particular, marker correlation with ZYMV-resistance or susceptibility traits was in accordance for 73 genotypes out of 82 genotypes analyzed. A good correlation coefficient with phenotypic results was displayed also by LG01SNP1 (*r* = 0,827; Pearson test *p*-value < 0,05). In addition, an interesting correlation (*r* = 0,895; Pearson test *p*-value < 0,05) was identified between the markers LG01SNP1 and LG08SNP4, located on chromosome 1 and 8, respectively.

## Discussion

From its first report in the late 1970s, ZYMV continued its worldwide expansion, causing several yield losses in cucurbits. This work explored the molecular basis of ZYMV tolerance identified in *Cucurbita moschata* cv Menina, analyzing the derived *C. pepo* tolerant cv 381e and its susceptible counterpart TF through an integrated transcriptomic and genomic experiment. Though *C. moschata* is sparingly cross-fertile with *C. pepo*, the gene expression may be hampered in new genomic background [6]. In addition, approximately 12 days after ZYMV inoculation, 381e plants showed a vegetative recovery [10], while damaged TF plants displayed yellowing of foliage, internodes shortening and leaf deformations.

In our study, an opposite response to infection was clearly observed at 12 DPI, in terms of expressed and differentially regulated genes between the two analyzed genotypes. The most represented GO categories in 381e emphasized the recovery process mediated by increased photosynthetic activity and general cell restoring. For instance, in "photosynthesis", "generation of precursor metabolites and energy" and "photosynthesis, light reaction" GO terms were included genes with high LogFC (Cup000018g017445.1, LogFC = 2,32; Cup000025g021749.1, LogFC = 1,83 and Cup000010g010661.1, LogFC = 1,02). By contrast, among down-regulated genes exclusively expressed in TF, Cup000011g011417.1 (LogFC = -1,19) belonged to the GO term "Response to other organisms" and could be involved in TF-ZYMV susceptibility.

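Cup000025g021749.1 is named alpha-aminoadipic semialdehyde synthase, an enzyme of lysine breakdown, in the authors' deposited table. As measured here, it rose from 0.818 ± 0.302 FPKM in TF to 3.42 ± 0.381 in 381e (log2 fold change 1.29, SE 0.16, limma adjusted p = 6.82e-04). Its libraries did not overlap between the cultivars, and its level is low beside the transcripts of the photosystems.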

ZYMV virus usually takes about nine days to infect the plant systemically through the phloem [23] and the early systemic infection of 381e, about 4 DPI, could prompt a plant recovery. At the initial stage of infection, the plant moderates its immune response and general fitness, triggering a decrease in symptoms of viral infection [24]. The 381e physiological perturbations imposed various constraints to face virus, limiting the synthesis of host proteins essential for replication and movement. 

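Potyviruses use host proteins for translation. Polyadenylate-binding protein 8 Cup000002g001737.1 was lower in 381e, with 128 ± 10.3 FPKM in 381e against 196 ± 6.17 in TF (log2 fold change -0.61, SE 0.10, limma adjusted p = 0.00183). After rescaling this gene had no call (log2 fold change -0.30, limma adjusted p = 0.0610), the highest but for voom with rescaling (0.0649). Of 13 tested genes for such host factors, limma called 0 higher and 7 lower in 381e (0 and 7 adjusted over the list alone), or 5 and 6 after rescaling.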

Tolerant plants react to virus infection through changes in physiological and developmental processes to reduce the synthesis of factors required for virus multiplication [25–27]. We found several DEAD-box RNA helicases and DNA helicases, such as Cup000013g012986.1, up-regulated in 381e*.* In particular**,** Cup000013g012986.1 belonged to "DNA unwinding during replication" GO category (supplementary material 4). 

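The licensing factor MCM5 had 2.51 FPKM in 381e and 1.08 in TF (log2 fold change 0.76), and MCM7 2.23 FPKM in 381e and 1.19 in TF (log2 fold change 0.55). MCM5 had no call without 381e replicate 3 (limma adjusted p = 0.058) or without TF replicate 3 (0.0572). MCM7 had no call without 381e replicate 2 (limma adjusted p = 0.0598) or without TF replicate 3 (0.0521). Of 4 tested genes for MCM factors, limma called 3 higher and 0 lower in 381e (4 and 0 adjusted over the list alone), or 4 and 0 after rescaling. For MCM replication licensing factors the higher count was 1 without 381e replicate 3 or TF replicate 3. DNA unwinding during replication as a GO term held 10 tested genes, 5 higher and 1 lower in 381e by limma (5 and 1 adjusted over the list alone), or 6 and 0 after rescaling. For DNA unwinding involved in DNA replication the higher count was 3 without 381e replicate 1 or TF replicate 1 and 2 without 381e replicate 3 or TF replicate 3, and the lower count was 2 without TF replicate 2. The DNA unwinding median differed from that of all genes by 0.64 log2 units (adjusted p = 0.0073 by camera in limma, adjusted p = 0.408 with an estimated correlation). Histone genes that the authors called went the other way on both scales. At 15.6 ± 1.44 FPKM in 381e and 35.9 ± 2.85 in TF, histone H1.2 Cup000172g042751.1 fell (log2 fold change -1.15, SE 0.11, limma adjusted p = 2.58e-04). Histones held 9 tested genes, 0 higher and 9 lower in 381e by limma (0 and 9 adjusted over the list alone), or 0 and 8 after rescaling. Of 8 tested genes for cyclins, limma called 2 higher and 4 lower in 381e (3 and 4 adjusted over the list alone), or 3 and 4 after rescaling. For cyclins the higher count was 1 without TF replicate 3.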

DEAD-box RNA helicases can function as viral RNA sensors or effectors by blocking virus replication. RH30 (Dead-box helicase) was required to restrict *Bushy Stunt Virus* (TBSV) replication in tomato [28]. Moreover, RNA and DNA helicases can also positively affect stress tolerance [29]. A general gene down-regulation could be useful to impede virus movement and replication, leading to a less virus titer and promoting a consequent plant recovery [23]. By contrast, the up-regulation of factors correlated with transcription processes observed in TF plants may facilitate the use of the host nuclear factors for ZYMV replication [30].

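Most of the stress-related transcription factors that the authors called were lower in 381e. NAC29 Cup000040g028744.1 fell from 18.7 ± 0.818 FPKM in TF to 1.76 ± 0.632 in 381e (log2 fold change -2.85, SE 0.16, limma adjusted p = 3.25e-05). The factor WRKY51 Cup000083g037496.1 was lower, with 2.48 ± 0.843 FPKM in 381e against 16.4 ± 0.714 in TF (log2 fold change -2.35, SE 0.16, limma adjusted p = 9.12e-05). At 0.688 ± 0.153 FPKM in 381e and 13 ± 2.77 in TF, the ethylene-responsive factor ERF003 Cup000017g016340.1 fell further (log2 fold change -3.04, SE 0.16, limma adjusted p = 2.27e-05). NAC83 Cup000048g031921.1 went the other way, with 82.7 ± 3.94 FPKM in 381e against 35.4 ± 3.39 in TF (log2 fold change 1.20, SE 0.10, limma adjusted p = 1.93e-04). NAC86 had 0.13 FPKM in 381e and 6.72 in TF (log2 fold change -2.73). NAC factors with that word in their name held 23 tested genes. Of these, limma called 2 higher and 21 lower in 381e (2 and 21 adjusted over the list alone), or 2 and 21 after rescaling. The rule leaves out the cup-shaped cotyledon 3-like gene given earlier, which was higher in 381e. For NAC transcription factors the higher count was 1 without 381e replicate 1, 381e replicate 2, 381e replicate 3, TF replicate 1 or TF replicate 3. Of 25 tested genes for WRKY factors, limma called 2 higher and 19 lower in 381e (2 and 19 adjusted over the list alone), or 6 and 19 after rescaling. For WRKY transcription factors the higher count was 1 without 381e replicate 1, TF replicate 1 or TF replicate 3 and 0 without 381e replicate 2 or 381e replicate 3. Ethylene-responsive factors held 16 tested genes, 4 higher and 11 lower in 381e by limma (4 and 11 adjusted over the list alone), or 5 and 11 after rescaling.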

In our experiment, the tolerant cultivar 381e showed an increased photosynthetic and photo-respiratory activity promoting recovery and symptoms alleviation. The response to viral infection in 381e required a global host transcriptome reprogramming to avoid the developing of more severe symptoms. Indeed, the up-regulation of genes involved in energy production and cell repairing was observed at 12 DPI. Our results were in agreement with Nováková et al. [31], in which the partially resistant *C.pepo* cv Jaguar showed a strong up-regulation of several proteins involved in photosystems activities 15 days after ZYMV inoculation [31]. Interestingly, we found a high up-regulated gene coding for an *HSP90.5* (Cup001195g045603.1) with a LogFC of 4.6 exclusively expressed in 381e (GO:0045037, supplementary material 4)*.* Proper control of *HSP90.5* expression was required for plant growth and development and was essential for the formation of chloroplast thylakoids and the regulation of receptor proteins involved in plant immunity [32–34]. In addition, the overexpressed *HSP70* (Cup000010g010288.1) cooperates with the overexpressed 14–3-3 chaperone (Cup000060g034360.1) to keep the chloroplast or mitochondrial precursor proteins in an unfolded state and to translocate them through plasmodesmata [35, 36]. By contrast, the TF photosynthetic system was affected by the down-regulation of the genes involved in the formation of chloroplasts and thylakoids.

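On balance thylakoid membrane and chlorophyll genes were lower in TF than in 381e, on both scales. Thylakoid membrane, a GO list added after the values were seen, held 309 tested genes, 104 higher and 55 lower in 381e by limma (104 and 55 adjusted over the list alone), or 164 and 23 after rescaling. The thylakoid median differed from that of all genes by 0.40 log2 units (adjusted p = 1.72e-13 by camera in limma, adjusted p = 0.566 with an estimated correlation). Of 15 tested genes for chlorophyll synthesis enzymes, limma called 8 higher and 2 lower in 381e (8 and 2 adjusted over the list alone), or 11 and 2 after rescaling. For chlorophyll synthesis enzymes the higher count was 3 without 381e replicate 1, 4 without 381e replicate 3 or TF replicate 3 and 5 without TF replicate 2. Whether TF fell from a healthy level was not analysed here.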

Symptom recovery is generally accompanied by the activation of pathogen receptor genes and other defense-related genes during the plant-pathogen interaction [23, 37, 38]. In particular, we found a resistance protein (Cup000003g003423.1, CNL), annotated by Andolfo et al., [19] and located on linkage group 8 scaffold 3, that was up-regulated and privately expressed (LogFC = 1.51) in 381e [19, 39, 40]. It is interesting to note that this transcript carried a variant leading to functional modification. 

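The resistance gene RGA1 Cup000003g003423.1 was weakly expressed in both cultivars, with 1.04 ± 0.108 FPKM in 381e against 0.382 ± 0.0333 in TF (log2 fold change 0.56, SE 0.13, limma adjusted p = 0.00963). An RPP13-like resistance gene Cup000008g008953.1 (on an introgressed scaffold) was more active in 381e, with 15.4 ± 1.94 FPKM in 381e against 3.94 ± 0.566 in TF (log2 fold change 1.73, SE 0.13, limma adjusted p = 1.10e-04). Of 12 tested genes for disease resistance proteins, limma called 3 higher and 8 lower in 381e (3 and 8 adjusted over the list alone), or 3 and 8 after rescaling. For disease resistance proteins the higher count was 1 without 381e replicate 2.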

In our study, numerous genes codifying for serine-threonine kinases proteins were found to be differentially expressed in both cultivars. In particular, seven proteins showed a high homology to well-characterised R-genes as identified by Andolfo et al. (2017) and may play a central role in signalling during zucchini-ZYMV interaction (Supplementary Table 6).

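The most active of these receptor-like kinases Cup000206g043382.1 rose from 11.3 ± 0.94 FPKM in TF to 19.4 ± 3.25 in 381e (log2 fold change 0.72, SE 0.13, limma adjusted p = 0.00328). HSL2 Cup000083g037529.1 was higher, with 13 ± 2.03 FPKM in 381e against 7.68 ± 0.676 in TF (log2 fold change 0.68, SE 0.13, limma adjusted p = 0.00341). Cup000009g009062.1 rose by less (log2 fold change 0.54, SE 0.17, limma adjusted p = 0.0297), a call that ends without any 1 library but TF replicate 2 (limma adjusted p = 0.0565 to 0.102) and without a filter (0.0545). Cup000009g009273.1 rose (log2 fold change 0.38, SE 0.11, limma adjusted p = 0.0192), a call that ends without 381e replicate 1, 2 or 3 or TF replicate 3 (limma adjusted p = 0.0511 to 0.0618). ERL1, Cup000190g043147.1, changed little (log2 fold change 0.29, SE 0.10, limma adjusted p = 0.0341), a call that ends without any 1 library but TF replicate 1 (limma adjusted p = 0.0502 to 0.0961), without a filter (0.0609) and under the replicate block (0.0676). Cup000097g039124.1 fell (log2 fold change -0.94, SE 0.16, limma adjusted p = 0.00274). Cup000033g025544.1 had means of 0.477 FPKM in 381e and 0.281 in TF and was not tested.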

Furthermore, SNP1 was localized in the coding sequence of an RNA helicase. Deleterious effects on viral ToMV infectivity after the loss of function of helicase genes and in response to other stresses have been described [41, 42].

A serine-threonine kinase (Cup000024g021133.1), belonging to the RIO protein family, was down-regulated and privately expressed in TF. This gene was located on linkage group one (scaffold 24), corresponding to one of the regions putatively introgressed from Menina in 381e. These proteins are generally involved in the biogenesis of small ribosomal subunits and were found to interact with the *Tomato Mosaic Virus* (ToMV) movement protein (MP) to promote virus movement [43, 44].

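Cup000024g021133.1 is named a probable inactive leucine-rich repeat receptor-like kinase in the authors' deposited table. As measured here, it (on an introgressed scaffold, where lost reads stay open as a reason for a fall) was lower, with 0.871 ± 0.269 FPKM in 381e against 6.22 ± 1.31 in TF (log2 fold change -1.94, SE 0.16, limma adjusted p = 1.84e-04).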

The ZYMV virus enters the cells through wounds or introduced by aphids and moves from cell to cell through the plasmodesma to reach the phloem, where it induces systemic infections. A delicate equilibrium between RNA silencing and virus counter-defense responses in recovered leaves may help in maintaining the viral levels below the threshold required for the symptom induction. 

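RNA silencing cleaves viral RNA in plants. Argonaute 1B Cup000055g033555.1 was lower in 381e, with 23.1 ± 0.323 FPKM in 381e against 44.7 ± 6.94 in TF (log2 fold change -0.91, SE 0.12, limma adjusted p = 9.16e-04). At 33.8 ± 1.64 FPKM in 381e and 16.1 ± 2.65 in TF, argonaute 5 Cup000081g037343.1 was higher (log2 fold change 1.04, SE 0.12, limma adjusted p = 6.30e-04). SGS3 had 15.8 FPKM in 381e and 25 in TF (log2 fold change -0.63), and Dicer homolog 3 1.7 FPKM in 381e and 4.03 in TF (log2 fold change -0.91). Of 7 tested genes for RNA silencing, limma called 1 higher and 6 lower in 381e (1 and 6 adjusted over the list alone), or 1 and 3 after rescaling. Virus-induced gene silencing held 7 tested genes, 0 higher and 4 lower in 381e by limma (0 and 4 adjusted over the list alone), or 0 and 2 after rescaling. Of 52 tested genes in defense response to virus, limma called 7 higher and 15 lower in 381e (7 and 14 adjusted over the list alone), or 13 and 7 after rescaling. For defense response to virus the higher count was 3 without 381e replicate 2 and 4 without 381e replicate 3. The virus defense median differed from that of all genes by 0.05 log2 units (adjusted p = 0.301 by camera in limma, adjusted p = 0.9 with an estimated correlation). With 1 library left out it ranged from 0.055 to 0.119 log2 units.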

In TF, we found the up-regulation of the *CYP82C2* (Cup000001g001147.1) gene, which in Arabidopsis has a role in JA-induced defense genes [45]. In addition, we found two synaptotagmins (*SYTA*) exclusively expressed in TF. These proteins are key regulators of plant virus intercellular movement, able to promote the movement of the proteins through the cells and to regulate endocytosis and protein-mediated trafficking through plasmodesmata [46, 47].

In 381e, the up-regulation of genes involved in cytoskeleton organization, vesicular trafficking and callose deposition, such as Cup000021g019191.1 (LogFC = 1.59), could enhance plant tolerance by reducing the virus spread from cell to cell through the regulation of plasmodesmal permeability [48, 49]. By contrast, the up-regulation of genes involved in cell wall degradation (such as the pectinesterases) was observed in TF.

Since 381e and TF were two near-isogenic cultivars, comparing them at genome level allowed us to identify two regions enriched in SNPs in the tolerant cultivar 381e. These regions could be considered introgressed from Menina and therefore putatively involved in 381e tolerance.

The tolerance level of 381e to ZYMV was not as high as in *C. moschata* cv Menina, and some other genes could be involved in the resistance regulation [6, 50]. A marker located on chromosome 8, showing 90% co-segregation with tolerant phenotypes, was previously identified in an F2 population derived from the cross between 381e and TF [11]. The correlation of LG08SNP4 with resistance traits in the F2 population (381e x TF) was also very high, supporting the finding of Capuozzo et al., [11]. Furthermore, the lower correlation of LG01SNP1 with tolerant phenotypes suggested that genes with minor effects on the virus tolerance expression could be located on LG 01. Our RNA-seq analysis allowed us to identify candidate genes that could be involved in 381e-ZYMV tolerance. However, other studies should be carried out to define better which genes are responsible for tolerance. The identification of introgressed regions emerging from our study is essential for discovering new genetic markers associated with ZYMV tolerance. Further experiments could be done to narrow down the region and characterize differential expressed genes by biotechnological approaches.

## Conclusion

In conclusion, the network of expressed genes at 12 days after virus infection in 381e revealed the recovery of physiological processes. In particular, we found the differential regulation of genes involved in the photorespiration process (Cup000018g017445.1, Cup000025g021749.1 and Cup000010g010661.1), in transport (Cup000060g034360.1) and possibly, affecting virus replication and movements (Cup000013g012986.1, Cup000003g003423.1). Furthermore, two introgressed regions in 381e from Menina, containing NLR genes, serine-threonine and DEAD-box RNA helicases, could be involved in tolerance to ZYMV. In particular, on linkage group eight might be located a major gene responsible for tolerance and on linkage group one a minor gene with an additive effect that complements the major gene's contribution. Further experiments should be performed to fine mapping contributing loci and to functional characterize differential expressed genes.

## Materials and methods

### Plant material and ZYMV-inoculation

Two zucchini near-isogenic cultivars, TF (susceptible to ZYMV) and 381e (tolerant to ZYMV), were kindly provided by La Semiorto Sementi. These cultivars were used for an RNA-seq experiment and DNA sequencing, following the scheme reported in Fig. 5. The latter cultivar has been derived from six generations of backcrossing to TF, selected for tolerance, and followed by four successive generations of self-pollination [10]. Forty seeds of each cultivar were sown one per pot in multi-cellular trays consisting of 4 cm diameter pots filled with peat. After the sowing, seedlings were transferred into pots with diameters of 15 cm and were grown under glasshouse condition at 22–24 °C using supplement lighting to maintain 12 h photoperiod at the Research Centre for Plant Pathology (CRA-PAV) in Rome. An identification number was assigned to each plant. In our experiment, we used an isolate of ZYMV from a naturally infected field-grown summer squash plant. The isolate caused the typical symptoms of ZYMV disease, including yellow mosaic, vein banding, blistering and leaves malformations. Symptomatic leaves of artificially infected zucchini plants, kept in greenhouse for symptom development, were crushed, and the raw juice was extracted at a ratio of 1:10 w/v in 0.1 M phosphate buffer pH 7.2. Seedlings at stage of 1–2 leaves, sprinkled with the abrasive powder "celite," were inoculated with approximately 20 μl of the diluted extract and subsequently washed with distilled water. Non-inoculated plants were used as control.

**Fig. 5:**
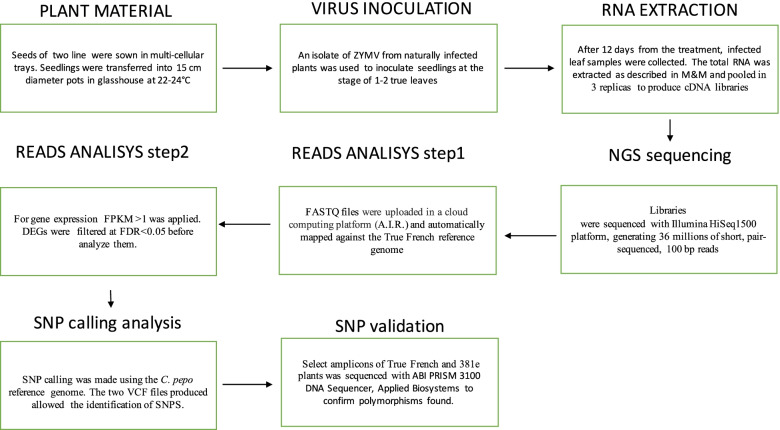
Graphical experimental schema

### Sample collection and nucleic acid isolation

Twelve days after the treatment, infected zucchini leaf samples of three independent replicates were collected. Leaves were removed from the plants, weighed and immediately frozen in liquid nitrogen and stored at − 80 °C. RNA was isolated using the RNAeasy Plant Kit according to the manual instructions (Qiagen Valencia, USA). The concentration of RNA samples was determined using a NanoDrop ND-1000 spectrophotometer (Nano-Drop Technologies, Wilmington, DE, USA) and an Agilent 2100 Bioanalyzer (Agilent Technologies). RNA integrity was checked by horizontal electrophoresis on a 1.2% (w/v) agarose gel. Two μg of each sample were prepared with 20 μl of 10 X RNA Loading Buffer composed of 400 μl Formamide, 10 μl 37% formaldehyde, 2 μl loading buffer 10X (50% glycerol, 0.25% w/v bromophenol blue, 0.25% w/v xylene cyanol; Sigma) and 1 μl of 10 mg/μl SYBR Safe DNA Gel Stain (Invitrogen). Gel visualization was performed using UV light (UV Gel Doc BIORAD).

Total purified RNA of three independent replicas was converted to cDNA libraries (QuantiTect Reverse Transcription Kit, Qiagen) and sequenced on Illumina HiSeq1500 platform at the LabMedMolGe (Laboratory of Molecular Medicine and Genomics Department of Medicine and Surgery, University of Salerno, following a paired-end sequencing (2 × 100 bp).

### RNA-Sequencing data analysis

The raw reads obtained for each sample, following Illumina sequencing, were analyzed using the online platform A.I.R. (https://transcriptomics.sequentiabiotech.com), containing algorithms and software packages described in Vara et al. [51]. After a quality check (adapter removal and trimming of low-quality reads), the cleaned reads were mapped against the *C. pepo* reference genome, and genes with an FPKM value > 1 were considered expressed. The number of reads for each sample before and after the quality check, the mean GC content and the sequence length are reported in supplementary materials (Supplementary Table 5). The read counts obtained were analyzed using the DESeq2 algorithm to identify differentially expressed genes (DEGs). Genes with an FDR (using Benjamini–Hochberg correction method) < 0.05 were considered DEGs and used for further analyses. DEGs with positive or negative logFC values were classified as upregulated (logFC > 0) or downregulated (logFC < 0), respectively. Gene Ontology Enrichment Analysis on DEGs was performed using AgriGO version 2.0 [52]. The *C.pepo* reference genome version 4.1 (BGV004370) and relative gene annotation used for the analysis were reported by Montero‐Pau et al. and Andolfo et al., respectively [16, 19].

### Variant calling and genome plot construction

A SNP calling analysis was performed to detect SNPs and InDel, on the transcripts of the susceptible TF and tolerant 381e accessions, compared to *Cucurbita pepo* reference genome version 4.1 (BGV004370) [16]. Position of SNPs and InDel within the aligned reads compared to the reference genome were identified using the pileup function in SAMtools v1.9 [53]. SNPs were filtered using a minimum SNP quality score (QUAL), mapping quality (MQ) and genotype quality (GQ) of 30, an allele frequency (AF) higher than 0.75 and a minimum and maximum read depths (coverage) set to 5 and 100, respectively. Finally, the circular multi-track plot was carried out using the “RCircos” R package [54].

### Validation of predicted variants

DNA was extracted from not infected leaves (control plants) of the 381e and TF using DNeasy Plant Mini Kit (Qiagen). DNA sample concentration was determined using a NanoDrop ND-1000 Spectrophotometer (Nano-Drop Technologies, Wilmington, DE, USA). In addition, the DNA of an F2 segregating population (381e x TF) obtained by Capuozzo et al. was also used for markers validation [11]. A pool of six coding DNA regions was selected to perform the molecular validation of the variants identified in 381e and TF. PCR was executed with 25 ng of genomic or complementary DNA, 10 pmol primers, 1 U of Taq DNA polymerase kit (Invitrogen, Carlsbad, CA, USA), 10 pmol dNTPs, and 2 mM MgCl2 in 25 μl reaction volumes. Amplification was performed using the following cycling conditions: 1 min at 94 °C, followed by 30 cycles of 1 min at 94 °C, 1 min 30 s at 60 °C and 2 min at 72 °C, with a final extension for 7 min at 72 °C. Amplicons were separated by electrophoresis on agarose gel (1.5%) and photographed by a GelDoc apparatus. Primers were designed with Primer3 (http://frodo.wi.mit.edu), with a length between 18 and 27 bp. The length of the amplified fragments ranged from 300 to 1,000 bp, and the Tm of the specific primers was 59 °C for all pairs of primers (Online Resource S4). Amplicons were sequenced using the BigDye Terminator Cycle Sequencing Kit (Applied Biosystems, Foster City, CA, USA) and run on automated DNA sequencers (ABI PRISM 3100 DNA Sequencer, Applied Biosystems). Sequence data deriving from *C. pepo* reference genome v 4.1 (BGV004370) were aligned with corresponding sequences originated from amplicons, using MUSCLE 3.6 [55]. In addition, two couples of primers were tested on a subset of the F2 segregating population (381e x TF) phenotyped by Capuozzo et al. [11]. Both Pearson and Spearman correlation coefficients were applied on marker-phenotype data.

## Supplementary Information

**Additional file 1: Table S1. **Number of short variants (SNV and InDel) identified in TF and 381e. For each C. pepo linkage group (LG) the length, percentage of expressed genes (EGs) and number of normalised variants are reported. **Table S2. **Number of short variants (SNV and InDel) identified in TF and 381e. For each C. pepo linkage group (LG) the length, percentage of expressed genes (EGs) and number of normalised variants are reported. **Table S3.** Validation of 6 polymorphic loci located on putative genomic regions introgressed from ‘Menina’. For each amplicon, locus name, primer and polymorphism information are reported. **Additional Table 4.** Protein function of gene annotation reported by Andolfo et al. [11]. **Additional Table 5.** Summary of the RNA-Seq data. Number of reads before and after the quality check, mean GC content and sequence length were reported for each biological replicate (BR). **Supplementary Table 6.** List of differentially expressed receptor-like serine/threonine-protein kinases that were identified and classified in Cucurbita pepo cv. True French by Andolfo et al., (2017). **Supplementary Table 7.** High confident UP and DOWN regulated genes (Up regulated with LogFC > 1 and Down regulated with LogFC < 1).

**Additional file 2: Additional Figure 1. **Gel electrophoretic separation of digested PCR products (left 381e, right TF); panel A: LG01SNP1; panel B: LG08SNP4. Relevant fragment sizes (bp) are denoted on the right side (1Kb plus). **Additional Figure 2. **Comparison of the ZYMV tolerant line 381e (left) and the susceptible True French (right) 12 days after ZYMV inoculation.

## Data Availability

The data set supporting the results of this article is available in the Sequence Read Archive (SRA) repository of NCBI under the GEO accession number: GSE159530, at link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE159530

## Abbreviations

ZYMV: Zucchini Yellow Mosaic Virus
DPI: Days Post Inoculation
DEGs: Differentially Expressed Genes
SYTA: Synaptotagmin
CNL: Coiled-Coil Nucleotide binding domain Leucine rich repeat
TF: True French
FDR: False Discovery Rate
GO: Gene Ontology
ROS: Reactive Oxygen Species
PEP: Phosphoenolpyruvate carboxylase
GAPDH: Glyceraldehyde 3-phosphate dehydrogenase
HSP: Heat Shock Protein
SNV: Single Nucleotide Variants
INDEL: Insertion and Deletion
LG: Linkage Group
NLR: Nucleotide-binding domain leucine-rich repeat containing receptors
PPR: Proteins and Receptor like Kinase
CDF: Coding DNA Fragments

# Supplementary material for: Transcriptomic and genomic analysis provides new insights in molecular and genetic processes involved in zucchini ZYMV tolerance
**Source:** BMC Genomics. 2022 May 16;23:371. doi: 10.1186/s12864-022-08596-4
**Supplement:** Supplementary file 2 — Additional file 2: Additional Figure 1. Gel electrophoretic separation of digested PCR products (left 381e, right TF); panel A: LG01SNP1; panel B: LG08SNP4. Relevant fragment sizes (bp) are denoted on the right side (1Kb plus). Additional Figure 2. Comparison of the ZYMV tolerant line 381e (left) and the susceptible True French (right) 12 days after ZYMV inoculation.

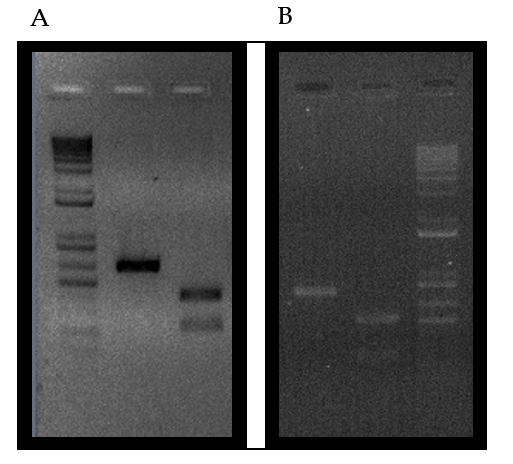

Additional Figure 1: Gel electrophoretic separation of digested PCR products (left 381e, right TF); panel A: LG01SNP1; panel B: LG08SNP4. Relevant fragment sizes (bp) are denoted on the right side (1Kb plus).

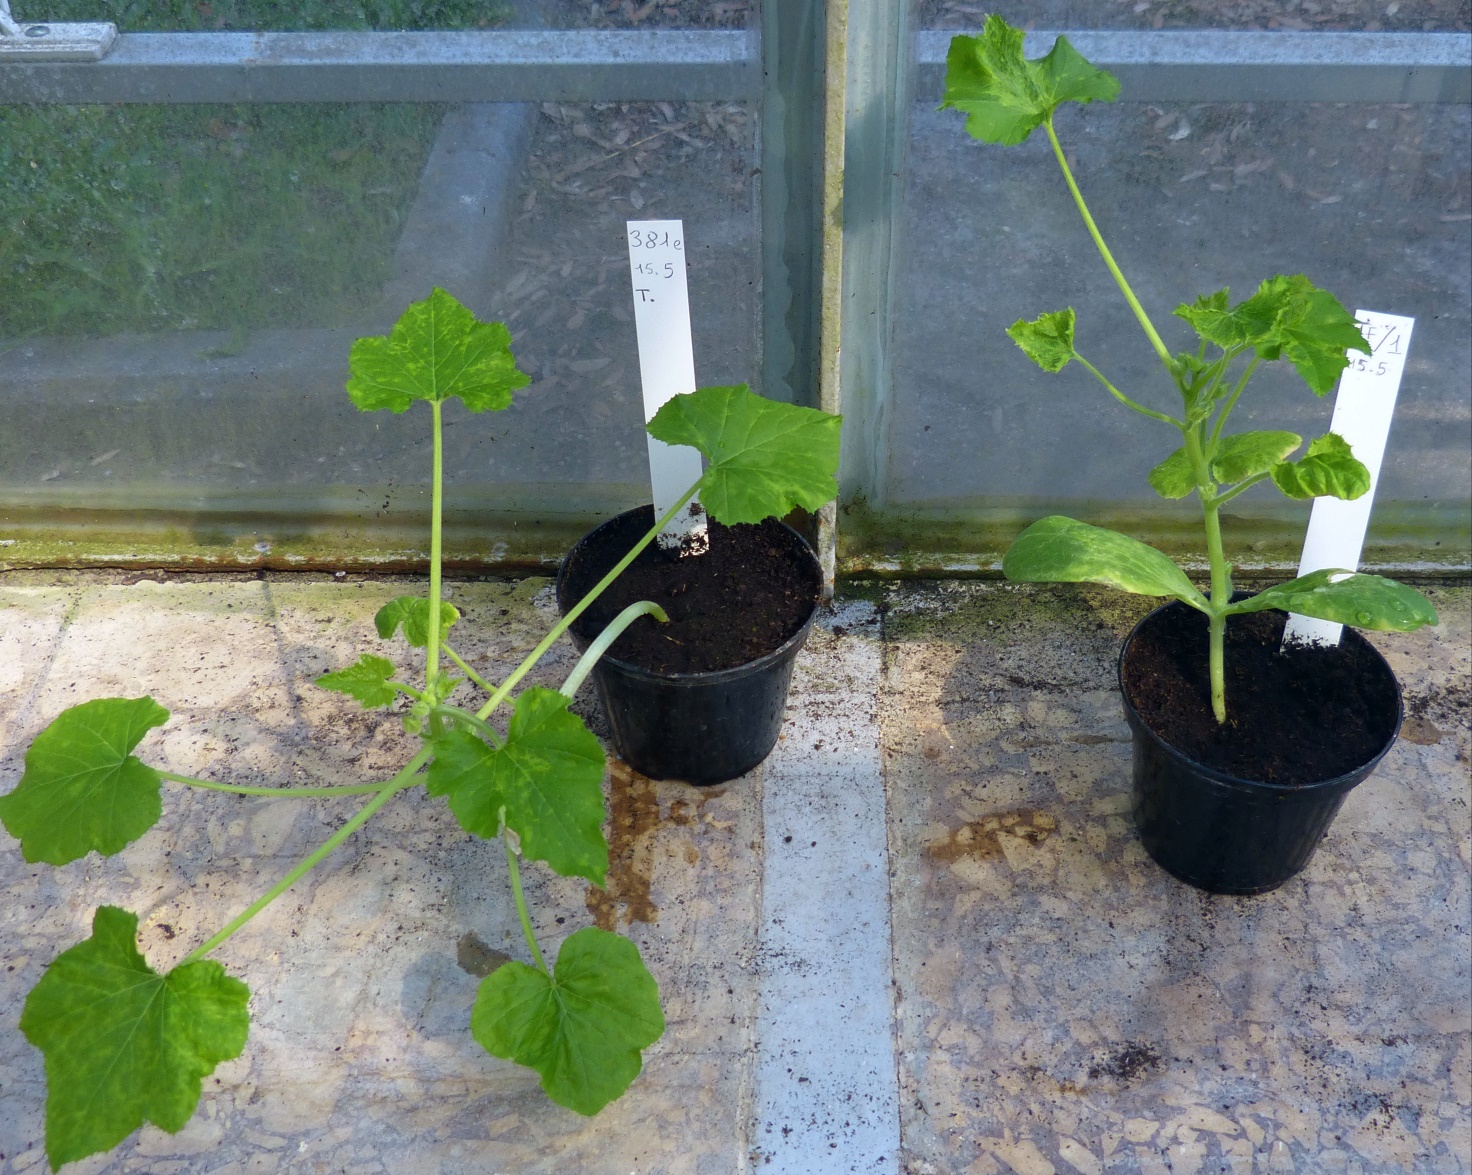

Additional Figure 2: Comparison of the ZYMV tolerant line 381e (left) and the susceptible True French (right) 12 days after ZYMV inoculation.

How the deposited data were processed for this re-analysis (not part of the article)

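RNA-Seq of leaves of ZYMV-inoculated 381e and TF plants at 12 DPI was analysed, with 3 libraries per cultivar and 6 in all. The FPKM values, 1 column per library, were made by the authors from trimmed reads mapped to the C. pepo reference genome, and were used as deposited. The log2 fold changes of 381e over TF in the up and down tables were made by the authors from read counts with DESeq2. The p-value and FDR columns of those tables are the authors' own, with the Benjamini-Hochberg correction. The GO terms and enzyme codes, 1 per line, were given by the authors in the deposited tables of expressed genes.

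Reads, gene lengths and library totals were recovered from the steps between the FPKM values with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. All 26836 genes above 0 in 2 or more libraries gave whole reads. Tested on simulated data, the recovery was exact for 99.2% of 18129 genes. A count of 3 reads on a gene of median length equals 0.109, 0.0465 and 0.102 FPKM in 381e replicates 1, 2 and 3, and 0.129, 0.138 and 0.150 in TF replicates 1, 2 and 3.

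The cultivars were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend, not robust) on log2 of FPKM plus a pseudocount of 1. Genes with a mean above 1 FPKM in at least 1 cultivar were tested, 19601 in all, and called at an adjusted p under 0.05. No replicate block was used, since replicate numbers do not pair the libraries: the deviations of like-numbered libraries correlated at -0.21, 0.02 and 0.15, and 1 of 6 libraries correlated best with its own number. Tested on simulated data, the test called 0% of changes of 0.25 log2 units, 18% of 0.5, 92% of 1 and 100% of 2. The simulated data had a fixed dispersion, few changed genes and no shift between cultivars.

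Gene lists were fixed before the data were examined, 80 in all, 36 by GO term and 44 by a rule on the Swiss-Prot name in the deposited tables; 34 were chosen by the study and 46 were not. The reading of names was settled after the tables were seen, and 16 lists were added then. GO lists with at least 10 tested genes were tested by camera with an inter-gene correlation of 0.01, and again with an estimated correlation. Their calls as deposited were also compared with those of all annotated genes by Fisher's exact test. Lists matched by name give counts only. Genes on the 6 scaffolds that the paper lists as introgressed were compared with other genes by Fisher's exact test and camera.

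Named genes follow a rule set before the data were examined: genes the paper names; the 10 largest rises and 10 largest falls among called genes with at least 5 FPKM in the higher cultivar, no overlap between cultivars and a function text; up to 4 called members per list and direction; and up to 5 scaffold genes. The paper's table of fold changes over 1 had been seen by then. Alternatives were a pseudocount of 0.1, no filter, a stricter filter, rescaling by median-of-ratios factors, quantile normalization, eBayes without a trend or robust, a replicate block, each library left out, the 6 scaffolds left out, a fold threshold, other expression thresholds, and voom on the recovered reads, which was added after the values were seen. Sequence variants and markers are not analysed here, nor are uninoculated plants.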

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

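Tests in this part were chosen after the result was seen, except the autophagy counts and camera tests, the comparison of calls and medians on the introgressed scaffolds, and the other splits of the samples. The criteria for large rises and for younger tissue were made stricter after their values were seen.

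Autophagy genes, outside the groups the paper discusses, were lower in 381e. This GO list held 52 tested genes, 1 higher and 37 lower in 381e by limma (1 and 40 adjusted over the list alone), or 2 and 18 after rescaling. The autophagy median differed from that of all genes by -0.21 log2 units (adjusted p = 0.00141 by camera in limma, adjusted p = 0.868 with an estimated correlation). ATG8C Cup000026g021950.1 was lower, with 15.9 ± 2.62 FPKM in 381e against 37 ± 4.25 in TF (log2 fold change -1.18, SE 0.14, limma adjusted p = 6.28e-04). The median shift stands out with the preset correlation alone, and no explanation was tested.

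Genes of the 6 introgressed scaffolds, whose expression the paper does not analyse as a group, were called lower in 381e more often than genes elsewhere. Of 1537 tested genes there 51.9% were called lower against 41.2% elsewhere (Fisher exact p = 6.87e-16), with median log2 fold changes of -0.36 and -0.26. Fisher's test takes linked genes as independent, and camera gave p = 0.0541 for the set, and p = 0.393 with an estimated correlation. Scaffold 32 lay at -0.30 relative to genes off the scaffolds (camera adjusted p = 7.49e-05, and adjusted p = 0.507 with an estimated correlation). Scaffold 89, with 23 tested genes, lay at -0.30 too (camera adjusted p = 0.554, and adjusted p = 0.727 with an estimated correlation).

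Falls of over 2 log2 units were concentrated there: 44 of 153, or 28.8%, where the scaffolds hold 7.84% of tested genes (odds ratio 4.85, Fisher exact p = 1.41e-14). Reads from introgressed C. moschata alleles may map less well to the C. pepo reference. Large rises, which lost reads cannot give, numbered 2 of 14 (odds ratio 1.96, 95% interval 0.213 to 8.82, Fisher exact p = 0.301), too few to say whether rises were concentrated as well, so lost reads cannot be told apart from lower activity here. In each linkage group the scaffold with the most variants per expressed locus, 32 or 89, fell most, as lost reads would give, but the other scaffolds did not follow that order, so the 51.9% called lower leaves this open. Real differences in the activity of the introgressed alleles were not tested and stay open.

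The median gene was lower in 381e, and photosynthesis and ribosomal genes lay above it. The 1% most abundant genes, 197, held 50.4 to 52.1% of FPKM in 381e and 41.4 to 44.0% in TF. Their share of the reads was not computed. Scaling to the FPKM sum of the other genes moved the median of these from -0.27 to -0.12 (-0.13 to -0.11 with 1 library left out). By FPKM the 197 genes thus account for a part of the fall. No other cut was tried, so this cannot tell whether abundant genes account for the rest. Gene length does not account for the place of photosynthesis and ribosomal genes: the lists had a median log2 fold change of 0.0109, above the highest of 1000 sets matched on length (-0.23). Younger tissue in TF stays open, as does a real difference between the cultivars, not tested. Markers of young leaves lay 0.88 below all genes in 381e, as it would give. All 10 are genes the authors called lower, so the size of this median cannot be weighed against all genes. Ribosome genes lay 0.26 above all genes, which younger tissue would not give, though with camera p = 0.494 when the correlation was estimated. Other groups linked to growth were mixed: the medians of DNA unwinding and cell division lay 0.64 and 0.04 above that of all genes. The median of histones, again named genes the authors called, lay 0.55 below it.

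A larger share of the high-quality reads was counted in 381e, 77.1% (SD 1.27) against 61.1% (SD 3.55), a difference of 16.0 points. Poorer mapping of introgressed alleles predicts the opposite, and the lowest 381e share, 75.7%, lies above the highest TF share, 64.2%. Depth does not account for it, since among the 2 libraries of 381e of like depth the lowest share lies 11.6 points above the highest in TF. More virus or other RNA in TF may contribute and cannot be told apart, since the table holds zucchini genes only (exact permutation p = 0.1, the smallest 3 against 3 libraries can give). The quality check had also kept fewer raw reads in TF libraries, 88.615 to 88.977%, than in 381e libraries, 91.897 to 93.051%. Whether this difference between the libraries bears on the counted share was not tested and stays open.

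Of the 10 splits of the libraries into 3 and 3, 1, the real one, gave 10086 called genes on the deposited scale, and the highest of the other 9 gave 0. Each of those 9 mixes the cultivars, so the difference between them enters the residual spread and few calls could follow. The splits are too few for a share under 0.05.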

How the results depend on the processing

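The voom alternatives were chosen after the values were seen. No named gene and no GO list median reversed with a call on both sides under the alternatives, but the balance of calls turned in some families after rescaling, as given with their counts. Rescaling by median-of-ratios factors gave 3820 genes higher and 3544 lower in 381e, against 1853 and 8233, quantile normalization 3643 and 3404, and voom on the recovered reads with rescaling 3975 and 3733. These follow from the shift of the median gene. Voom without rescaling gave 1901 and 8482. With a log2 fold change threshold of 1 the counts were 289 and 1206, fewer by construction.

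Rescaling gave 762 genes expressed in TF only and 592 in 381e only. Shared with the authors' deposited table of up-regulated genes were 3457 after rescaling and 3037 after quantile normalization, against 1775, and under quantile normalization 1 call was opposite to the authors' tables. Without a filter 2 planned GO lists were called lower by camera, against 1, with response to ethylene added. After rescaling 8 were called higher, against 7, with photorespiration added (adjusted p = 0.0210). Under the stricter filter and without the 6 scaffolds 6 were, since DNA unwinding then had too few tested genes. Of the lists added later, pectinesterases by code were called higher without the 6 scaffolds (adjusted p = 0.0293), and callose synthases by code without TF replicate 2. The causes were not tested. With an estimated correlation 0 GO lists were called higher and 0 lower by camera in limma, against 7 and 1, and 2 had an unadjusted p under 0.05. The replicate block gave 1761 genes higher and 7546 lower and of these results changed no other.

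Of 2001 values of 119 named genes under the alternatives, 1968 kept direction and call, 30 lost the call and 3 gained one. Under the replicate block 1 named gene lost its call, the kinase ERL1 (limma adjusted p = 0.0676, and 0.0502 to 0.0961 where leaving out 1 library ended the call). Leaving out 1 library changed 24 of 713 of these, in genes near the threshold. Synaptotagmin-1 Cup000004g004336.1 lost its call without 381e replicate 2 (limma adjusted p = 0.0507) or 3 (0.0596). MCM6 did so without 381e replicate 1 (limma adjusted p = 0.0633) or 3 (0.0726) or TF replicate 1 (0.0574). MCM5 did so without 381e replicate 3 (limma adjusted p = 0.0580) or TF replicate 3 (0.0572), and MCM7 without 381e replicate 2 (0.0598) or TF replicate 3 (0.0521). The kinase Cup000009g009062.1 kept its call only without TF replicate 2, with limma adjusted p = 0.0565 to 0.102 without any other library. Cup000009g009273.1 lost it without 381e replicate 1, 2 or 3 or TF replicate 3 (limma adjusted p = 0.0511 to 0.0618), and ERL1 without any but TF replicate 1. RABC2a gained a call without TF replicate 2 (limma adjusted p = 0.0390). Without a filter Cup000009g009062.1 and ERL1 had no call, and under quantile normalization CP26 and Synaptotagmin-1 (limma adjusted p = 0.0593) had none. Genes called higher ranged from 1356 to 1784 and lower from 6090 to 7852 with 1 library left out. Changes of 0.25 log2 units were not found in simulated libraries of these depths, 3 per cultivar, with few changed genes and no shift between cultivars.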

Differences from the paper's values

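Among genes above 1 FPKM in TF alone, the paper gives 366 differentially expressed genes and limma called 707. Counts are taken to differ where one is over 1.5 times the other. Within that bound come quantile normalization (376), the nearest, rescaling (475), and the analyses without 381e replicate 3 (506) or TF replicate 3 (520), which stay well above the paper's count, and no other alternative set before the data were examined. For up-regulated genes the paper's count is 3681, and among genes expressed in 381e, those exclusive to it included, limma called 1853 higher. Across genes of the authors' deposited tables, their log2 fold changes lay a median of 0.31 above log2 of the FPKM ratio. The paper's counts and those on the deposited scale therefore rest on scales shifted against each other. Of the alternatives set before the data were examined, rescaling (3820) and quantile normalization (3643) alone come within that bound. Voom with rescaling, chosen after the values were seen, called 3975 higher and does not call 112 of the tested genes in the authors' deposited table of up-regulated genes. For photosynthesis the paper's count is 136 genes and 84 were called higher here in the term with its narrower terms, and rescaling (125) alone comes within the bound. The paper's term was counted with another annotation tool, so the footing differs.

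The paper's fold changes are those of Additional Table 7, from counts, while those here carry a pseudocount of 1, which shrinks genes of low expression. A gap is taken as closed where the values differ by no more than the larger SD of the 2 cultivars. That SD is of the main values, with a pseudocount of 1, under every alternative, so it is small for low genes. No alternative set before the data were examined joined a smaller pseudocount with rescaling. Under pseudocount 0.1, and no other of those alternatives, the gap closes for Cup001195g045603.1 (the paper's 4.62, here 3.42). No alternative set before the data were examined closes the gap for Cup000001g001147.1 (the paper's -3.85, here -3.18), Cup000003g002638.1 (the paper's -2.98, here -1.82), Cup000024g021133.1 (the paper's -2.35, here -1.94), Cup000003g003423.1 (the paper's 1.52, here 0.56), Cup000011g011417.1 (the paper's -1.20, here -0.74). Under rescaling, quantile normalization, and no other of those alternatives, the gap closes for Cup000018g017445.1 (the paper's 2.32, here 1.96), Cup000067g035924.1 (the paper's 1.57, here 1.18), Cup000006g006297.1 (the paper's 1.32, here 1.01), Cup000083g037529.1 (the paper's 1.04, here 0.68). Under pseudocount 0.1, quantile normalization, and no other of those alternatives, the gap closes for Cup000025g021749.1 (the paper's 1.84, here 1.29), Cup000013g012986.1 (the paper's 1.36, here 0.71). Under rescaling, quantile normalization, leaving out TF replicate 1, and no other of those alternatives, the gap closes for Cup000085g037850.1 (the paper's 1.57, here 1.27). Under leaving out 381e replicate 1, leaving out TF replicate 1, and no other of those alternatives, the gap closes for Cup000029g023659.1 (the paper's -2.02, here -1.48). Under quantile normalization, and no other of those alternatives, the gap closes for Cup000060g034360.1 (the paper's 1.21, here 0.79). Under pseudocount 0.1, rescaling, quantile normalization, leaving out 381e replicate 2, leaving out 381e replicate 3, leaving out TF replicate 3, and no other of those alternatives, the gap closes for Cup000019g017783.1 (the paper's 1.12, here 0.81). Under rescaling, quantile normalization, leaving out 381e replicate 1, and no other of those alternatives, the gap closes for Cup000206g043382.1 (the paper's 1.05, here 0.72). Under rescaling, and no other of those alternatives, the gap closes for Cup000010g010661.1 (the paper's 1.03, here 0.74).

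Other statements differ from the values, or concern a gene that was not tested. The paper gives most genes of its photosynthesis terms a strong rise and states no threshold. With the narrower terms 8 of 84 higher genes passed a log2 fold change of 1, 21 of 125 after rescaling, and 20 of 124 in the authors' deposited table. In the authors' deposited table Cup000018g017445.1 is stachyose synthase, Cup000025g021749.1 alpha-aminoadipic semialdehyde synthase and Cup000024g021133.1 an inactive leucine-rich repeat kinase. The HSP70 gene Cup000010g010288.1 is named mitochondrial there. Pectinesterases, given by the paper as a mark of TF, were called in both directions by limma, 4 higher and 4 lower in 381e. Cup000021g019191.1, called up-regulated by the paper, lay in that direction here, with 0.468 FPKM in 381e and 0.135 in TF. It was under the level at which genes were tested. RABC2a was not called (limma adjusted p = 0.0808), and was called under rescaling, under quantile normalization and without TF replicate 2. Of the aquaporins 3 were called higher with a log2 fold change over 1 in limma and 6 after rescaling, and 7 of the same genes pass it in the authors' deposited table. The FDR column of Additional Table 6 holds values above 1, which an FDR cannot be.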

Other observations

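Other groups were compared without a prediction. Growth-regulating factors and other markers of young leaves held 10 tested genes, 0 higher and 9 lower in 381e by limma (0 and 10 adjusted over the list alone), or 0 and 9 after rescaling. GRF9 Cup000044g030227.1 was lower in 381e, with 1.5 ± 0.334 FPKM in 381e against 8.17 ± 0.98 in TF (log2 fold change -1.88, SE 0.13, limma adjusted p = 1.02e-04). GRF1 Cup000013g013810.1 fell from 15.7 ± 1.45 FPKM in TF to 2.79 ± 1.03 in 381e (log2 fold change -2.17, SE 0.18, limma adjusted p = 1.84e-04). Of 22 tested genes for kinesins, limma called 5 higher and 3 lower in 381e (4 and 3 adjusted over the list alone), or 17 and 3 after rescaling. For kinesins the higher count was 2 without 381e replicate 1 or 381e replicate 3, 3 without 381e replicate 2 or TF replicate 1, 10 without TF replicate 2 and 1 without TF replicate 3. Pathogenesis-related proteins held 31 tested genes, 3 higher and 15 lower in 381e by limma (3 and 15 adjusted over the list alone), or 14 and 12 after rescaling. For pathogenesis-related proteins the higher count was 1 without 381e replicate 2 and 5 without TF replicate 2. Of 7 tested genes for phloem markers, limma called 1 higher and 4 lower in 381e (1 and 4 adjusted over the list alone), or 2 and 4 after rescaling. At 5.21 ± 0.432 FPKM in 381e and 22.8 ± 2.07 in TF, the 16 kDa phloem protein 1 gene Cup000024g020754.1 (on an introgressed scaffold, where lost reads stay open as a reason for a fall) was lower (log2 fold change -1.94, SE 0.10, limma adjusted p = 2.96e-05). Response to ethylene held 240 tested genes, 15 higher and 134 lower in 381e by limma (17 and 135 adjusted over the list alone), or 31 and 54 after rescaling. The ethylene median differed from that of all genes by -0.11 log2 units (adjusted p = 0.183 by camera in limma, adjusted p = 0.9 with an estimated correlation). Without a filter camera called it lower, at -0.23 log2 units (adjusted p = 0.00936). Of 684 tested genes in response to abscisic acid, limma called 62 higher and 308 lower in 381e (65 and 309 adjusted over the list alone), or 127 and 153 after rescaling. The abscisic acid median differed from that of all genes by -0.02 log2 units (adjusted p = 0.807 by camera in limma, adjusted p = 0.983 with an estimated correlation). Of 301 tested genes in response to auxin, limma called 19 higher and 137 lower in 381e (20 and 138 adjusted over the list alone), or 37 and 63 after rescaling. The auxin median differed from that of all genes by -0.02 log2 units (adjusted p = 0.42 by camera in limma, adjusted p = 0.983 with an estimated correlation). Cell division held 188 tested genes, 17 higher and 72 lower in 381e by limma (17 and 69 adjusted over the list alone), or 34 and 31 after rescaling. The cell division median differed from that of all genes by 0.04 log2 units (adjusted p = 0.878 by camera in limma, adjusted p = 0.983 with an estimated correlation). Plasmodesma held 1550 tested genes, 172 higher and 556 lower in 381e by limma (166 and 537 adjusted over the list alone), or 373 and 260 after rescaling. The plasmodesma median differed from that of all genes by 0.06 log2 units (adjusted p = 0.301 by camera in limma, adjusted p = 0.9 with an estimated correlation). Leaf senescence held 239 tested genes, 17 higher and 111 lower in 381e by limma (17 and 111 adjusted over the list alone), or 42 and 55 after rescaling. The senescence median differed from that of all genes by -0.07 log2 units (adjusted p = 0.404 by camera in limma, adjusted p = 0.983 with an estimated correlation).

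Scaffold genes with the largest changes fell in 381e. The abscisic acid receptor PYL9 Cup000003g003172.1 (also on an introgressed scaffold) was lower, with 4.35 ± 0.176 FPKM in 381e against 40.2 ± 2.42 in TF (log2 fold change -2.94, SE 0.09, limma adjusted p = 2.23e-06). A WAT1-related gene Cup000032g025189.1 (also on an introgressed scaffold) fell from 10.3 ± 1.62 FPKM in TF to 0.388 ± 0.206 in 381e (log2 fold change -3.03, SE 0.15, limma adjusted p = 2.02e-05).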
